# Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper *(Odontobutis potamophila)*

**DOI:** 10.1186/s12864-017-3995-9

**Published:** 2017-08-14

**Authors:** Cheng Zhao, Guosong Zhang, Shaowu Yin, Zecheng Li, Qintao Wang, Shuqiao Chen, Guoqin Zhou

**Keywords:** Dark sleeper, Gonads, miRNA, mRNA, Sex determination, Sex differentiation

## Abstract

**Background:**

The dark sleeper (*Odontobutis potamophila*) is an important commercial fish species which shows a sexually dimorphic growth pattern. However, the lack of sex transcriptomic data is hindering further research and genetically selective breeding of the dark sleeper. In this study, integrated analysis of mRNA and miRNA was performed on gonad tissue to elucidate the molecular mechanisms of sex determination and differentiation in the dark sleeper.

**Results:**

A total of 143 differentially expressed miRNAs and 16,540 differentially expressed genes were identified. Of these, 8103 mRNAs and 75 miRNAs were upregulated in testes, and 8437 mRNAs and 68 miRNAs were upregulated in ovaries. Integrated analysis of miRNA and mRNA expression profiles predicted more than 50,000 miRNA-mRNA interaction sites, and among them 27,583 negative miRNA-mRNA interactions. A number of sex related genes were targeted by sex-biased miRNAs. The relationship between 15 sex-biased genes and 15 sex-biased miRNAs verified by using qRT-PCR were described. Additionally, a number of SNPs were revealed through the transcriptome data.

**Conclusions:**

The overall results of this study facilitate our understanding of the molecular mechanism underlying sex determination and differentiation and provide valuable genomic information for selective breeding of the dark sleeper.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3995-9) contains supplementary material, which is available to authorized users.

## Background

Teleost fishes exhibit remarkably diverse and plastic sexual development patterns [1], with fish sex determined either by genetics (i.e., genetic sex determination, or GSD) or by environment (i.e., environmental sex determination, or ESD). However, individuals with GSD can also be influenced by many external variables, primarily temperature—that is, GSD + EE (environmental effects) [2]. Despite the various forms of sex determination found in fishes, it is theorized that the genes involved have been well preserved throughout time. Several molecular factors were reported to be responsible for sex determination in gonochoristic species, such as *Dmy* in medaka [3], *Amhr2* in tiger pufferfish [4], *Sdy* in rainbow trout [5], *Amhy* in Patagonian pejerrey [6], and *Dmrt1* in half-smooth tongue sole [7]. These studies all detail the large diversity in sex determination. Generally speaking, sex determination and differentiation in fishes is a challenge because of the wide variety of species and much has yet to be learned about their molecular mechanisms.

The dark sleeper *(Odontobutis potamophila)* is a gonochoristic species widely distributed in the river systems of southeastern China [8]. It is an important commercial fish species due to its delicious taste and high nutritional value, therefore in recent years the dark sleeper has become a very promising aquaculture species in China. A previous survey on dark sleepers found that the male individual grows substantially larger and at a quicker rate than the female [9]. Thus, male individuals have more economic value than females. However, there has been little research addressing genetically selective breeding of the dark sleeper due to the dearth of genomic and transcriptomic resources available and since few of its sequences have been deposited in the NCBI GenBank. Therefore, it is important to understand the regulatory mechanisms of sex determination and gonadal differentiation in this species and enlarge the public EST database. In order to understand these mechanisms in detail at the molecular level and to provide a theoretical basis for selective breeding, the regulatory mechanisms associated with gonadal differences need to be studied at the genomic level.

RNA-seq represents an effective means of providing information about gene expression levels, information which has been widely used for analyzing the variety of expressed genes and demonstrating key genes which are expressed at a particular moment. For instance, the use of RNA-seq analysis has helped researchers to understand the molecular mechanisms underlying sex determination and differentiation and to identify differentially expressed genes in rainbow trout (*Oncorhynchu smykiss*) [10], Nile tilapia(*Oreochromis niloticus*) [11], yellow catfish (*Pelteobagrus fulvidraco*) [12, 13], and turbot (*Scophthalmus maximus*) [14]. These transcriptomic data have provided information on genes in gonads in specific conditions and identified sex-differentially expressed genes.

MicroRNAs (miRNAs) are small noncoding RNA molecules (18–22 nucleotides) which post-transcriptionally regulate gene expression [15, 16]. Most mature miRNA sequences are conserved among fish, amphibians, birds and mammals [17]. Studies have suggested that miRNAs play a crucial role in many biological processes, including metabolism, cell proliferation, differentiation, apoptosis, and developmental timing [18]. Recently, miRNA expression has been examined in the gonads of yellow catfish [19], Nile tilapia [20], and olive flounder [21] by using deep RNA-sequencing technology. These studies suggested that miRNAs are important for sex differentiation and sexual development. In addition, miRNAs are able to target numerous genes, making them a probable regulator in biological processes. Thus, gaining insight into miRNA-mRNA regulatory networks enables a greater understanding of gene expression at the post-transcriptional level [22]. Additional research related to miRNA and mRNA co-expression has also recently been conducted, focusing on the comprehensive network of post-transcriptional regulations [23–25].

In this study, an integration analysis was conducted in order to identify target genes of miRNAs and characterize their functional roles in gonad tissues of the dark sleeper. These findings provide us with further insight into the regulatory mechanisms associated with sex determination and gonadal differentiation. We used bioinformatics analysis and miRNA prediction algorithms in order to find miRNA-mRNA pairs. Real-time PCR was used to validate the differences between testes and ovaries for various differentially expressed genes and miRNAs. Through this research, we identified a large number of SNPs that will facilitate genetic research and selective breeding of this species, which have so far been hindered by a lack of genomic data. The findings of this study facilitate our understanding of the molecular mechanism underlying sex determination and differentiation and provide valuable genomic information for selective breeding of the dark sleeper.

## Methods

### Sample preparation and RNA extraction

Nine one-year-old male (35 ± 6.34 g) and nine one-year-old female (22 ± 5.65 g) dark sleepers were obtained from Nanjing Fisheries Research Institute, Jiangsu Province, China on February 16, 2016, before the breeding season. These dark sleepers were temporarily cultured in aquaria with aeration for two weeks in order to acclimatize them to laboratory conditions before they were dissected. The temperature and PH of the freshwater in the aquaria were kept at 22–24 °C and 7.2–7.4, respectively. Sequential feed restrictions were utilized for two days before the dark sleepers were used for the experiments. One-third of the culture water was replaced every day. Before excision of the gonads, genders were identified by morphological observation. Then the fish were placed in an ice bath for 3–5 min until they were lightly anesthetized. Testes and ovaries from 9 male and 9 female dark sleepers were collected for RNA extraction. Total RNA was extracted from all harvested organs using a high purity RNA fast extract reagent (BioTeke, Beijing, China). Samplings of testes (OT a, OT b, and OT c) and ovaries (OO a, OO b, and OO c) had three biological replicates, each made up of three different individual gonad tissues. The pieces of gonad from each fish were fixed in 4% PFA and sectioned at 5 μm for hematoxylin and eosin (HE) staining and observation by light microscopy to verify that the gonad sampled were in same development stage. Classification of gonad maturation state in this study refers to the Chinese black sleeper, *Bostrichthys sinensis* [26]. All experiments were performed according to the Guidelines for the Care and Use of Laboratory Animals in China. This study was also approved by the Ethics Committee of Experimental Animals at Nanjing Normal University. Total RNA was extracted using miRNeasy Kit (QIAGEN, USA) following the manufacturer’s protocol. The total RNA quantity and purity were analyzed with Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number > 7.0.

### Transcriptome sequencing and analysis

For six cDNA library constructions, approximately 5 μg of the total RNA per sample was used for the RNA sample preparations. The library for sequencing was generated using an IlluminaTruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA). Transcriptome sequencing was paired-end sequenced with the IlluminaHiSeq 2500platform, which generated approximately 125 bp paired-end (PE) raw reads by LC Sciences (Houston, TX, USA). The clean reads from the six transcriptomes were obtained from raw data by filtering out adaptor sequences and low-quality reads, then the remaining clean reads were assembled using Trinity software for de novo transcriptome assembly without a reference genome. The quality of the assembly was critically assessed by LC Sciences before subsequent analysis. All the non-redundant sequences were annotated against the Swiss-Prot database, non-redundant protein sequences (Nr), protein family (Pfam), KEGG Ortholog database (KEGG), eukaryotic Ortholog Groups (KOG), and GeneOntology (GO). The expression level of each transcript was measured as the number of clean reads mapped to its sequence. Gene expression level was measured by RPKM with RSEM 1.2.3. We determined the FDR threshold by using DESeq. FDR < 0.05 and fold change >2 were used to identify differentially expressed genes.

### Small RNA library sequencing and analysis

To identify the small RNAs involved in gonad development and sex differentiation, six small RNA libraries were generated from the male and female gonad samples using the IlluminaTruseq Small RNA Preparation kit (Illumina, San Diego, CA, USA) according to Illumina’s TruSeq Small RNA Sample Preparation Guide. Quantity and integrity were evaluated by Aligent 2100 Bioanalyzer, and then the libraries were sequenced by Illumina Hiseq2500 50SE (single end) at the LC-BIO (Hangzhou, China) following instructions for running the instrument. The raw sequences were processed using the Illumina pipeline program. After disregarding contaminated reads, including adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA), and repeats, the clean reads were filtered with the software package ACGT101-miR-v4.2 (LC Sciences, Houston, Texas, USA).

The clean sequence reads were mapped with miRBase 21.0, allowing a mismatch of one or two nucleotide bases, to identify known miRNAs and novel 3p- and 5p–derived miRNAs. The differentially expressed miRNAs (DEmiRNAs) between samples were identified by using a Student’s *t*-test based on the experimental design. In this test, the significance threshold was set at 0.05.

### miRNA target predictions

To predict the genes targeted by DE miRNAs, two computational target prediction algorithms (TargetScan 50 and miRanda 3.3a) were used to identify miRNA binding sites. Finally, the data predicted by TargetScan 50 and miRanda 3.3a were combined and the overlaps were calculated.

### Quantitative real-time PCR validation of miRNAs and mRNA

In total, 43 mRNAs and 16 miRNAs were verified by using quantitative real-time PCR (qRT-PCR). For mRNA, primers for qRT-PCR are listed in Additional file 1: Table S1, qRT-PCR method with β-actin as an internal control was used to explore mRNA expression levels. qRT-PCR was performed with an SYBR Green Master kit according to the manufacturer’s protocol (Roche, Basel, Switzerland). The experiments were carried out in triplicate with a total volume of 20 μL in an ABI StepOnePlus, containing 10 μL of SYBR Green Master, 4 μL of cDNA (500 ng), and 3 μL of forward and reverse primers (2 μmol/L). The qRT-PCR was programmed at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, and 55 °C for 1 min. The expression level was calculated by 2^-△△CT^ method and subjected to statistical analysis. For miRNA quantification, the specific RT primers and stem-loop primers are shown in Additional file 2: Table S2. U6 was used as an internal control. The selected miRNAs were analyzed by quantifying the miRNA stem-loop. Quantitative real-time PCR (qRT-PCR) was performed on ABI StepOnePlus system (Applied Biosystems, Foster, CA, USA) using qRT-PCR reagents provided by Toyobo. The thermal cycling program was set as follows: denaturation at 95 °C for 30 s (s), and then 40 cycles of amplification including denaturation at 95 °C for 5 s, annealing at 61 °C for 30 s, and extension at 72 °C for 30 s; after 40 cycles was final extension at 72 °C for 1 min.

### Detection and validation of SNPs

Potential SNPs were called using SAMtools software. SAMtools provides various utilities for manipulating alignments in the SAM format, including sorting, merging, indexing, and generating alignments in a per-position format. First, we called SNPs with the SAMtools mpileup utility. We then piped the BCF output file to SAMtools bcftools, which converted the BCF file into a VCF file. Afterwards, we piped the VCF file into vcfutils.pl with the varFilter-d100 option, which retained SNPs that had read depth higher than 100. In order to validate the accuracy of the SNPs predictions, forty SNPs were randomly selected for SNP validation. Fin tissue samples from 20 juvenile dark sleepers were collected for this SNP validation. Genomic DNA was extracted from pterygiophore tissue samples, using a cell/tissue genomic DNA extraction kit (centrifugal column type, Generay PBiotech, Shanghai). Primers were designed to amplify the flanking sequence of the selected SNPs using Primer Premier 5.0. The amplified PCR products were sequenced by utilizing an ABI3730 sequencer, and the products were analyzed using DNAMAN 8.0.

## Results

### Analysis of transcriptome sequencing of *O. potamophila* gonad tissue

Very few studies focusing on regulatory mechanisms of sex determination and gonadal differentiation in dark sleepers exist. Identifying the expression patterns of miRNAs and mRNAs in dark sleeper gonads is the first step in elucidating their gonadal development and differentiation. This experiment used mature gonads for the purpose of discovering gender specific genes and their putative regulated miRNAs in addition to finding sex-associated molecular markers.

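Gonads were taken from dark sleepers (Odontobutis potamophila, a freshwater fish of China) at 1 year of age, and each library was made from pooled RNA of 3 fish, with 3 testis pools (a, b and c) and 3 ovary pools (a, b and c). The authors assembled the reads of all libraries de novo with Trinity and estimated expected counts and RPKM for each of 43494 assembled genes. The submitters' processing notes name RSEM 1.2.3 and Bowtie for this step and DESeq for the comparison. The expected counts summed to 39894232, 34542407 and 30388597 in testis libraries a, b and c, and to 37918994, 38659601 and 36375223 in ovary libraries a, b and c. The paper's numbers of reads for the same libraries are 52751768, 43554254 and 39713188, and 51538466, 51356850 and 48215604, and the values given here use the counts. Between 36.2% and 46.0% of the count values of a testis or ovary library were not whole numbers, since RSEM divides a read that matches several sequences among them, so near-identical assembled genes can share reads.
A few genes took more of the testis libraries. The 10 most abundant assembled genes held 16.6%, 33.3% and 21.2% of the counts of testis libraries a, b and c, and 4.6%, 4.8% and 4.7% of those of the ovary libraries. The counts were rounded, genes with low counts were left out with edgeR's filterByExpr, libraries were scaled by TMM, and the 29904 remaining genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called male-biased (higher in testis) or female-biased (higher in ovary) at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Fold changes are testis over ovary with the standard error (SE) of the fit, and CPM values are TMM-normalized means ± SD over the 3 pools. In place of TMM, scaling by library size moved the median log2 fold change by 0.55, so directions are relative to TMM. Gene names are the authors' matches to genes of other species, given for 19065 assembled genes. For 17 gene lists, the assembled gene with the highest mean RPKM stood for each symbol, which matched 342 of 482 symbols, and each list was tested with camera at a preset correlation of 0.01. The counts of called list members given in the text were equal when adjusted over the list alone. Of the 6 lists that camera called, none passed with an estimated correlation (2 at an unadjusted p under 0.05), and fry called 10 lists.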

In order to identify mRNA expression profiles in dark sleeper testes and ovaries, six cDNA libraries representing the testes (OT a, OT b, OT c) and ovaries (OO a, OO b, OO c) were constructed with total RNA and subjected to Illumina deep sequencing. In total, 52,751,768, 43,554,254, and 39,713,188 reads were obtained from the male libraries OT a, OT b, and OT c, respectively, and 51,538,466, 51,356,850, and 48,215,604 reads were obtained from the female libraries OO a, OO b, and OO c, respectively. After quality filtering, approximately 95.52%, 96.60%, and 95.27% reads from testis libraries and 97.52%, 97.64%, 97.64% reads from ovary libraries remained to be qualified for assembling. An overview of the sequencing and assembly results for these six libraries is shown in Additional file 3: Table S3. Through the Trinity de novo assembly method, we obtained 43,494 non-redundant genes, and 81,051 transcripts were achieved with an N50 of 2721 bp and an average length of 1599 bp (Additional file 4: Table S4). The length distribution of genes and transcripts larger than 200 bp is shown in Additional file 5: Figure S1.

All-unigene sequences were searched against Swiss-Prot, Nr, Pfam, KEGG, KOG, and GO databases, which returned 19,518 (44.88%), 24,291 (55.85%), 19,364 (44.52%), 13,895 (31.95%), 18,624 (42.82%), and 17,358 (39.91%) matches, respectively (Additional file 6: Table S5).

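The largest differences were in genes counted almost in one sex alone. In ovary, lce (comp11829_c0), annotated as an astacin-like metalloendopeptidase, had 1360 ± 415 CPM (SD, n = 3 pools) and no count in testis, at least 40200-fold higher against a floor of 3 counts over the testis libraries. The claudin gene cldnd (comp12053_c0), of a family of tight junction proteins, had 565 ± 77.3 CPM in ovary and no count in testis, at least 16500-fold higher. The transcription factor gene sox19b (comp28967_c0) had 44733 counts in ovary and 2 in testis, a ratio of 14300 (95% counting interval 3950 to 118000) with both testis counts in library a and none in the others. In testis, Umod (comp33393_c0), named for uromodulin, had 34500 ± 29600 CPM against 0.874 ± 0.765 in ovary, a log2 fold change of 15.27 (SE 1.3, adjusted p = 1.11e-04), which was 14.25 without testis library b and 16.21 without ovary library a. The ceramidase gene acer1 (comp31301_c0) had a log2 fold change of 14.27 (SE 0.55, adjusted p = 1.44e-05) and the mucin gene MUC2 (comp32580_c0) one of 13.18 (SE 0.59, adjusted p = 1.86e-05).
Of the 29904 genes tested, 10283 were male-biased and 8484 were female-biased in edgeR's quasi-likelihood test, so that 54.8% of the calls were male-biased. With libraries scaled by size alone the numbers were 8041 and 10828 (42.6%), and with limma on log2(RPKM + 1) they were 6137 and 10178 (37.6%). They were 4655 and 4568 with the stricter filter of 5 CPM in at least 3 libraries. In 22821 genes (76.3%) the testis and ovary libraries did not overlap, where chance gives 10% for 3 pools against 3. The authors' deposited table calls 15656 of the tested genes, and 14929 of these were called here in the same direction.

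**Figure D1:**
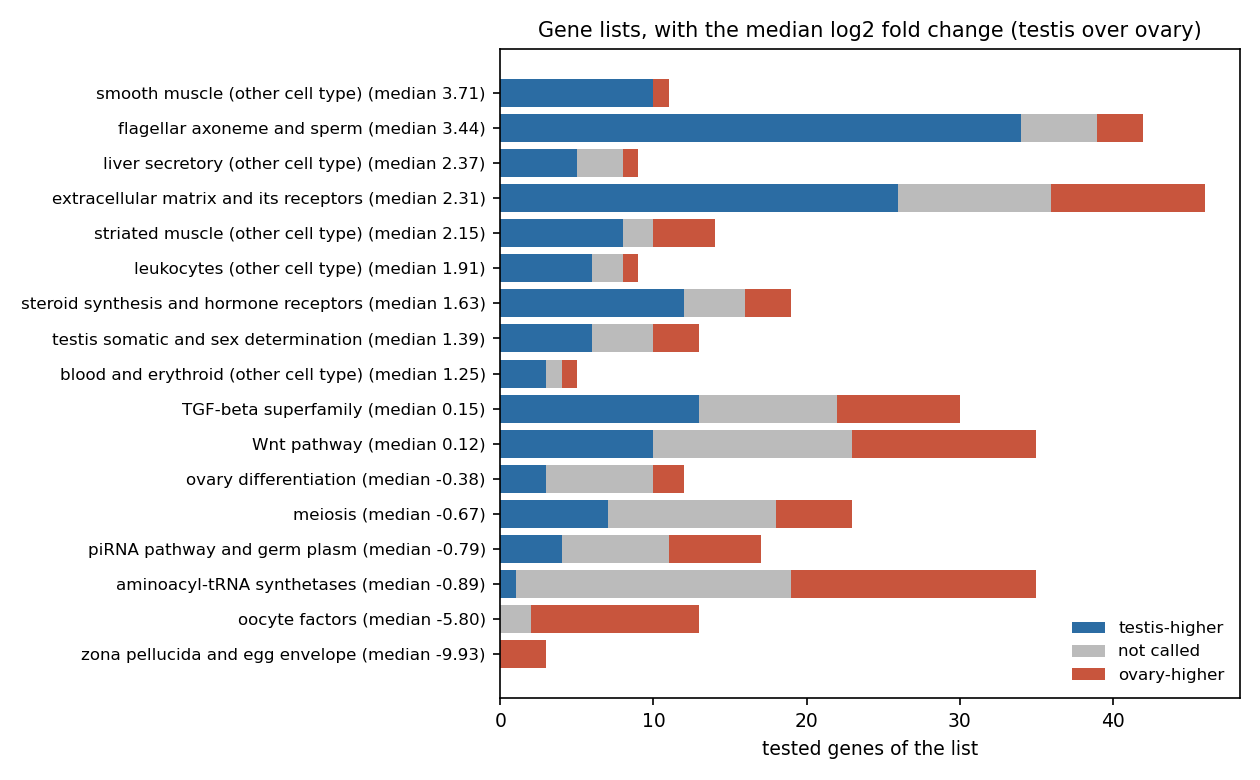
Number of tested genes of each of the 17 gene lists that were higher in testis, higher in ovary or not called by edgeR (adjusted p under 0.05 and log2 fold change beyond 1), with the median log2 fold change (testis over ovary) of the list. Smooth muscle and flagellar genes lie mostly on the testis side, and oocyte and zona pellucida genes on the ovary side; with scaling by library size the TGF-beta, testis somatic and ovary differentiation lists turn from more testis-higher to more ovary-higher genes.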

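Of 5 lists of markers of other cell types that a gonad pool can hold, camera called smooth muscle alone. The lists of striated muscle (adjusted p = 0.016) and leukocytes (adjusted p = 4.16e-04) were called by fry as well. Of 11 smooth muscle genes, 10 were higher in testis and 1 was lower (camera adjusted p = 9.29e-06, median log2 fold change 3.71, and adjusted p = 0.315 with an estimated correlation). Smooth muscle myosin, MYH11 (comp33812_c0), had 2440 ± 647 CPM in testis and 157 ± 9.41 in ovary (log2 fold change 3.96, SE 0.28, adjusted p = 5.71e-05), and leiomodin, Lmod1 (comp31674_c0), an actin nucleator of smooth muscle, had a log2 fold change of 5.24 (SE 0.31, adjusted p = 3.63e-05). The exception was CALD1 (caldesmon, comp23161_c0), at -6.44 (SE 0.71, adjusted p = 2.67e-04, and -7.54 without testis library a), while another assembled CALD1 (comp32854_c0), singled out after its values were seen, had 296 CPM in testis and 2.48 in ovary, a log2 fold change of 6.89 (SE 0.78, adjusted p = 2.98e-04, and 8.06 without ovary library a). With every assembled gene of these symbols, the list had a median of 1.12 and was not called (camera adjusted p = 0.07).
Of 14 genes of striated muscle, 8 were higher in testis, 4 were lower and 2 were not called (camera adjusted p = 0.417). Cardiac troponin T, TNNT2 (comp11957_c0), had a log2 fold change of 7.84 (SE 0.49, adjusted p = 4.29e-05), and the fast skeletal troponin I gene TNNI2 (comp28787_c0) one of -2.67 (SE 0.56, adjusted p = 0.00412, and -3.48 without testis library a). Of 9 leukocyte genes, 6 were higher in testis and 1 was lower (camera adjusted p = 0.121), and the leukocyte integrin ITGB2 (comp27523_c0) had a log2 fold change of 3.03 (SE 0.33, adjusted p = 2.65e-04). Of 5 genes of blood cells, 3 were higher and 1 was lower in testis (camera adjusted p = 0.644), with beta globin, hbb1 (comp36481_c0), at 571 ± 197 CPM in testis and 130 ± 22.6 in ovary; with scaling by library size, 1 was higher and 1 lower. Of 9 genes of proteins that the liver secretes, 5 were higher in testis and 1 was lower (camera adjusted p = 0.828); the list's median was 2.37 (0.81 without testis library c), while camera's direction was ovary, and with scaling by library size 3 were higher and 1 lower. Apolipoprotein A-I, apoa1 (comp19468_c0), had 21.3 ± 19.2 CPM in testis (log2 fold change 6.96, SE 0.93, adjusted p = 5.93e-04, and 5.95 without testis library c), and fabp1 (comp23013_c0), named for liver fatty acid-binding protein, had 407 ± 45.4 CPM in ovary and a log2 fold change of -11.22 (SE 0.52, adjusted p = 2.14e-05).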

A total of 8103 male-biased and 8437 female-biased genes were identified in the gonad of the dark sleeper (Additional file 7: Figure S2), which showing significant expression difference between male and female. 

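Among the testis libraries, library a held most of several germ cell transcripts. DNAH8, a dynein heavy chain of the sperm tail, was at 275, 12.7 and 34.4 CPM in testis libraries a, b and c, and STAG3, a cohesin subunit of meiosis, was at 86.6, 10.1 and 20.4 CPM. The steroid enzyme gene cyp17a1 was highest in library b instead, at 221, 644 and 221 CPM. The ovary libraries differed less, with CTNNB1, for example, at 47.2, 45.4 and 48.3 CPM in ovary against 93.8, 58.0 and 45.3 CPM in testis. Over the 29904 tested genes, Spearman's rho between libraries was 0.923 to 0.958 within testis and 0.976 to 0.981 within ovary. Between a testis and an ovary library it was 0.624 to 0.688, below every value within a sex. These correlations are across genes, which are not independent replicates.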

Clustering of the samples based on grouped males and females separately. A majority of the main 100 differentially expressed genes are female-biased genes, which were included in ZP1, ZP2 and ZP3. 

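Genes of the oocyte stood out among the female-biased genes. GDF9 (comp27387_c0), a growth factor that oocytes secrete to their follicle cells, had 297 ± 8.64 CPM in ovary, with 40857 counts there and 3 in testis, a ratio of 8680 (95% counting interval 2970 to 42100). The zygote arrest gene zar1 (comp23385_c0) had a log2 fold change of -9.88 (SE 0.58, adjusted p = 3.65e-05, and -11.2 without testis library a). For gtf3a (comp27238_c0), the transcription factor of 5S RNA that oocytes store, it was -9.05 (SE 0.34, adjusted p = 1.43e-05), and for LHX8 (comp32484_c0), a homeobox gene of early oocytes, -8.52 (SE 0.47, adjusted p = 3.10e-05). Of 13 oocyte genes 11 were female-biased, and the other 2 were not called (camera adjusted p = 1.89e-11, median -5.8, and adjusted p = 0.177 with an estimated correlation). Each of 3 egg envelope genes, ZP1, ZP2 and ZP3, was female-biased (camera adjusted p = 8.97e-07, and adjusted p = 0.16 with an estimated correlation); these 3 had been chosen by the study from these libraries. Testis library a was the highest testis library in 10 of the 13 oocyte genes, and without it all 13 were female-biased. Of the 100 genes with the smallest p in edgeR's test, 69 were female-biased and 31 male-biased, while the 100 with the largest fold change held 40 female-biased and 60 male-biased genes. Among the 100 genes with the smallest p in the authors' deposited table, 92 were female-biased and 8 male-biased.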

Among eight male-biased genes, half of them (FABP2, slc7a2, F10 and SUN1) were annotated (Fig. 1).

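FABP2 (comp27897_c0), an intestinal-type fatty acid-binding protein, had 294 ± 35.6 CPM in testis (SD, n = 3 pools), and its 25628 counts in testis against 3 in ovary are a ratio of 13400 (95% counting interval 4580 to 65000). The ovary counts were 1, 0 and 2 in libraries a, b and c, and the fitted log2 fold change of 13.51 was 12.89 without ovary library b and 14.28 without ovary library c. The gene slc7a2 (comp32648_c0), named for a transporter of cationic amino acids, had 158 ± 36.0 CPM in testis and no count in ovary, at least 7130-fold higher in testis against a floor of 3 counts over the group. Another assembled gene with the same name, slc7a2 (comp33395_c0), had 91.4 ± 5.89 CPM in ovary and no count in testis, at least 2670-fold higher in ovary. F10 (comp36264_c2), named for coagulation factor X, had 172 ± 37.6 CPM in testis and 0.148 ± 0.145 in ovary, a log2 fold change of 10.17 (SE 0.62, adjusted p = 4.07e-05 from edgeR, and 11.25 without ovary library c). SUN1 (comp36736_c0), named for a protein of the inner nuclear membrane that anchors chromosome ends in meiosis, had 60.0 ± 8.45 CPM in testis and 0.1 ± 0.0728 in ovary, a log2 fold change of 9.16 (SE 0.5, adjusted p = 3.08e-05), while another assembled SUN1 (comp33648_c0), singled out after its values were seen, had 6.09 CPM in testis and 130 in ovary, one of -4.4 (SE 0.61, adjusted p = 7.12e-04, and -5.47 without testis library a). In each of these genes every library of one sex lay above every library of the other.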

**Fig. 1:**
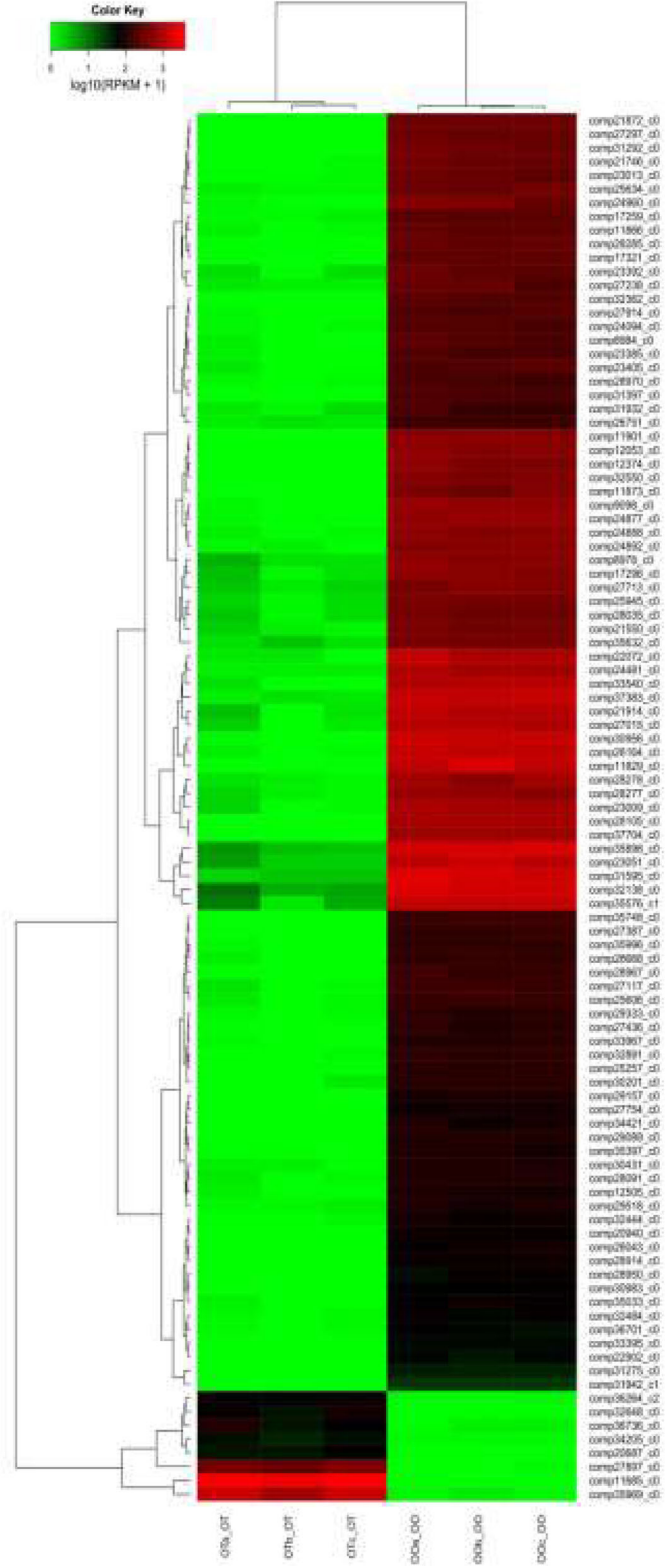
Heatmap of the differentially expressed genes of gonads. Heatmap of the count data of gonads for the differentially expressed genes between male and female individuals (Only the top 100 genes are included)

Gene ontology (GO) annotation was performed to classify sex-biased genes (Fig. 2). There were 3085 and 5429 DEGs from males and females, respectively, were assigned to a GO category. 

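Male-biased genes carried a GO term less often than female-biased genes. A term was given for 3983 of the male-biased genes (38.7%) and for 5123 of the female-biased genes (60.4%), and for 53.1% of the tested genes that were not called. Male-biased genes were also shorter, with a median assembled length of 961 bases against 1540 bases for female-biased genes. Tests of enrichment therefore used the 15020 tested genes with any GO term as background.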

The most enriched GO-terms for male-biased DEGs included “RNA-dependent DNA replication” in the biological process category, “integral to membrane” in the molecular function category and “zinc ion binding” and “ATP binding” in the cellular component category. 

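Most genes annotated to reverse transcription and transposition, activities of mobile elements, were higher in testis. Of 207 tested genes with the term RNA-dependent DNA replication, 184 were male-biased (88.9% against 26.5% of all genes with a GO term; odds ratio 23.19, adjusted p = 4.49e-78 from Fisher's exact test, two-sided). Their median log2 fold change was 3.06, with medians of 5.27 CPM in testis and 0.637 CPM in ovary, and with scaling by library size 166 were male-biased and 1 female-biased. Of the genes of DNA integration 80.7% (117 genes) were male-biased (odds ratio 11.9, adjusted p = 5.81e-40), and of 72 genes of DNA-mediated transposition 58 were (odds ratio 11.63, adjusted p = 2.68e-19). Integral to membrane held the most male-biased genes, 754 of 2863, which was the share of the background (odds ratio 0.99, adjusted p = 0.978). Zinc ion binding, with 425 of 1773 genes (odds ratio 0.86, adjusted p = 0.0938), and ATP binding, with 427 of 1785 (odds ratio 0.86, adjusted p = 0.0835), were not enriched. In all, 53 of 1078 terms with at least 10 tested genes were enriched among the male-biased genes. Genes of 1 element family can share reads, so their calls are not independent.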

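Genes of transcription and of DNA maintenance were frequent among the female-biased genes. Of 935 tested genes of DNA-dependent regulation of transcription, 408 were female-biased (43.6% against 34.1% of all genes with a GO term; odds ratio 1.54, adjusted p = 1.08e-07 from Fisher's exact test). Nucleus was the term with the most female-biased genes, 1111 of 2963 (odds ratio 1.2, adjusted p = 8.99e-04). Zinc ion binding, which covers many zinc finger transcription factors, held 682 of 1773 (odds ratio 1.24, adjusted p = 0.00178), whereas ATP binding, with 610 of 1785, was at the share of the background (odds ratio 1.0). Genes of DNA repair were female-biased in 96 of 172 cases (odds ratio 2.47, adjusted p = 7.11e-07) and those of DNA replication in 64 of 108 (odds ratio 2.83, adjusted p = 1.14e-05). Among the female-biased genes, 31 of the 1078 terms were enriched.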

As for female-biased DEGs, the most enriched GO-terms at biological process level was “regulation of transcription, DNA-dependent”, the most enriched GO-terms associated with molecular function were “nucleus”, and the most enriched cellular component were “zinc ion binding” and “ATP binding”.

**Fig. 2:**
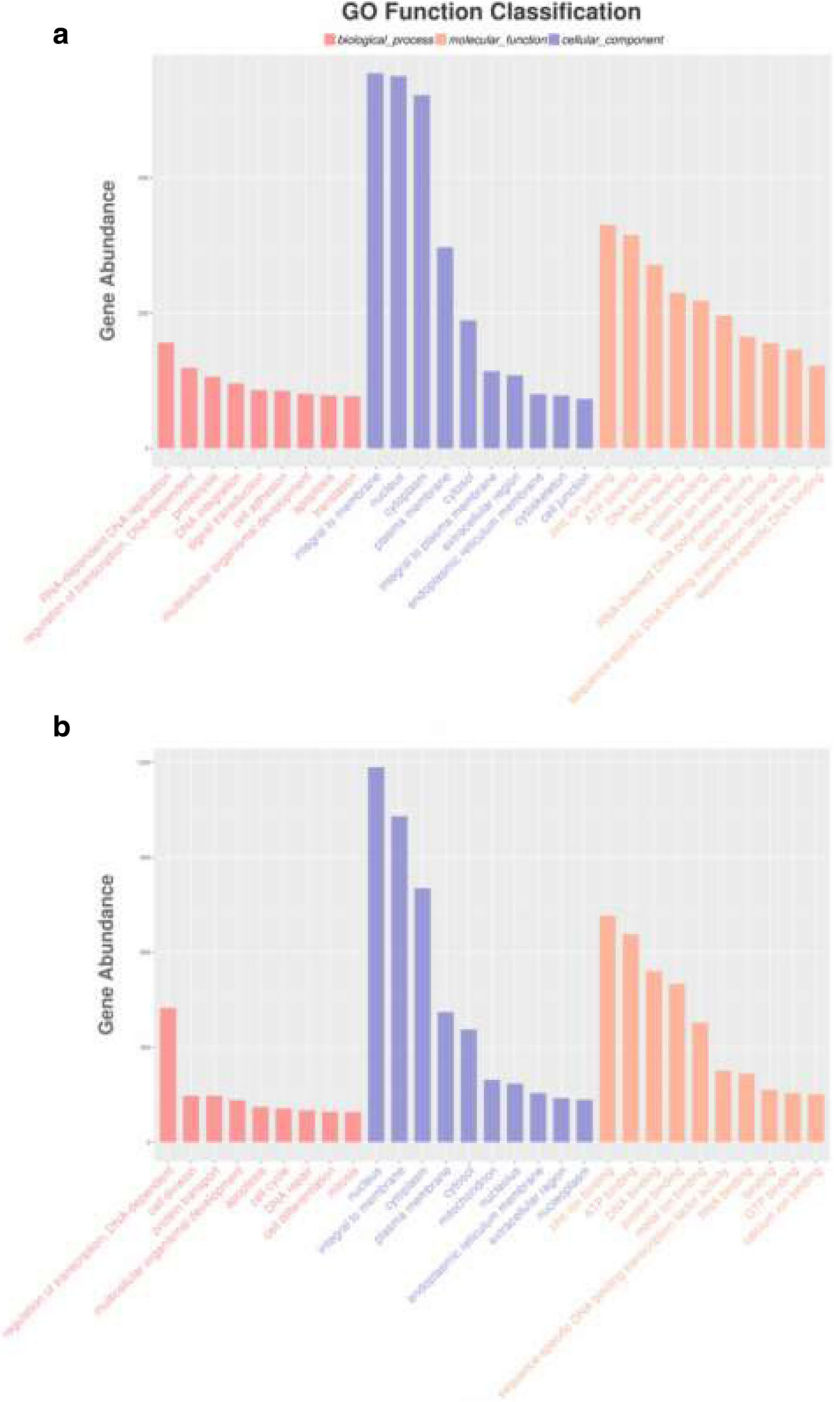
Functional annotation of male-biased genes (**a**) and female-biased genes (**b**) based on gene ontology (GO) categorization. GO analysis was performed for three main categories: biological process, molecular function, and cellular component

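Of the genes mapped to a KEGG pathway, 2041 were male-biased and 2037 female-biased at the thresholds given above, out of 6819 tested genes with a pathway, so each sex held 29.9% of them. Ribosomal protein genes and their copies were male-biased in 101 of 194 cases (odds ratio 2.62, adjusted p = 9.15e-09 from Fisher's exact test, two-sided) and female-biased in 83 (odds ratio 1.79, adjusted p = 0.003), each above the share of the background. The 2 sides differ in level, which was noticed after the values were seen. Of 102 low-level copies (mean under 10 CPM and more than 20 times below the abundant gene), 79 were female-biased. Of the 79 abundant genes beside them, 78 were male-biased. Summed over the pathway, the level was 94900 CPM in testis and 20500 CPM in ovary. Mismatch repair genes were female-biased in 22 of 26 cases (odds ratio 13.04, adjusted p = 7.56e-07), and genes of the KEGG pathway of DNA replication in 31 of 41 (odds ratio 7.37, adjusted p = 3.06e-07). Of 218 pathways with at least 10 tested genes, 30 were enriched among male-biased genes and 10 among female-biased genes.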

1789 male-biased DEGs and 2450 female-biased DEGs were mapped to KEGG pathways, respectively. 

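More genes of the extracellular matrix and its receptors were higher in testis than in ovary. Integrin beta 8, ITGB8 (comp33887_c0), a receptor that activates latent TGF-beta, had 360 ± 73.9 CPM in testis and 2.46 ± 0.406 in ovary (log2 fold change 7.19, SE 0.29, adjusted p = 1.49e-05 from edgeR). The laminin LAMA5 (comp37003_c0), a component of basement membranes, had a log2 fold change of 5.28 (SE 0.29, adjusted p = 3.11e-05). On the other side, the fibronectin receptor subunit itga5 (comp27609_c0) had 78.9 ± 9.18 CPM in ovary and a log2 fold change of -3.92 (SE 0.41, adjusted p = 2.29e-04). Of 46 listed genes of the matrix and its receptors, 26 were higher in testis, 10 were lower and 10 were not called (camera adjusted p = 7.85e-05, median 2.31, and adjusted p = 0.394 with an estimated correlation). In the KEGG pathway of ECM-receptor interaction 80 of 192 genes were male-biased and 32 female-biased (odds ratio 1.7 for male-biased genes, adjusted p = 0.00545 from Fisher's exact test). Focal adhesion, with 180 of 452 genes male-biased and 81 female-biased, was also enriched (odds ratio 1.6, adjusted p = 9.55e-05 from Fisher's exact test). Both leaned less to testis with scaling by library size, at 69 and 44 genes for ECM-receptor interaction and 144 and 119 for focal adhesion. With limma on log2(RPKM + 1) the numbers were 52 and 37, and 105 and 103. Axon guidance, with 78 male-biased and 77 female-biased of 261 genes, and endocytosis, with 110 and 110 of 395, were at the share of the background in both sexes; with scaling by library size they held 58 and 102, and 73 and 143.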

Enriched pathways (Fig. 3) associated with male-biased DEGs were axon guidance, ECM-receptor interaction and endocytosis etc. 

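Genes that charge tRNAs with amino acids tended to be higher in ovary. The glutamine enzyme QARS (comp36076_c1) had 1500 ± 121 CPM in ovary and 246 ± 39.6 in testis (log2 fold change -2.6, SE 0.21, adjusted p = 9.30e-05 from edgeR). The mitochondrial enzyme genes Wars2 (comp23959_c0) and RARS2 (comp28153_c0) had log2 fold changes of -3.28 (SE 0.27, adjusted p = 1.02e-04) and -2.92 (SE 0.33, adjusted p = 3.01e-04). Of 35 aminoacyl-tRNA synthetase genes, 16 were female-biased, 1 (DARS, for aspartate) was male-biased and 18 were not called (camera adjusted p = 6.06e-04, median -0.89, and adjusted p = 0.615 with an estimated correlation). DARS had a log2 fold change of 1.13 (SE 0.19, adjusted p = 0.00147), which fell to 0.56 with scaling by library size and to 0.99 without testis library b, and was then not called.
In KEGG terms, aminoacyl-tRNA biosynthesis held 24 female-biased genes and 1 male-biased gene of 53, a depletion of male-biased genes (odds ratio 0.04, adjusted p = 1.43e-05 from Fisher's exact test), whereas the female-biased share was not past the threshold (odds ratio 1.95, adjusted p = 0.105). Of 29 genes of homologous recombination, which repairs double-strand breaks and also serves meiosis, 23 were female-biased (odds ratio 9.09, adjusted p = 2.74e-06). The adipocytokine pathway, with 28 male-biased and 29 female-biased of 105 genes, and adherens junction, with 66 and 65 of 221, were not enriched in either sex; with scaling by library size they held 19 and 45, and 50 and 87.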

And enriched pathways for female-biased DEGs were axon guidance, aminoacyl-tRNA biosynthesis, endocytosis, homologous recombination, adipocytokine signaling pathway, adherens junction etc.

**Fig. 3:**
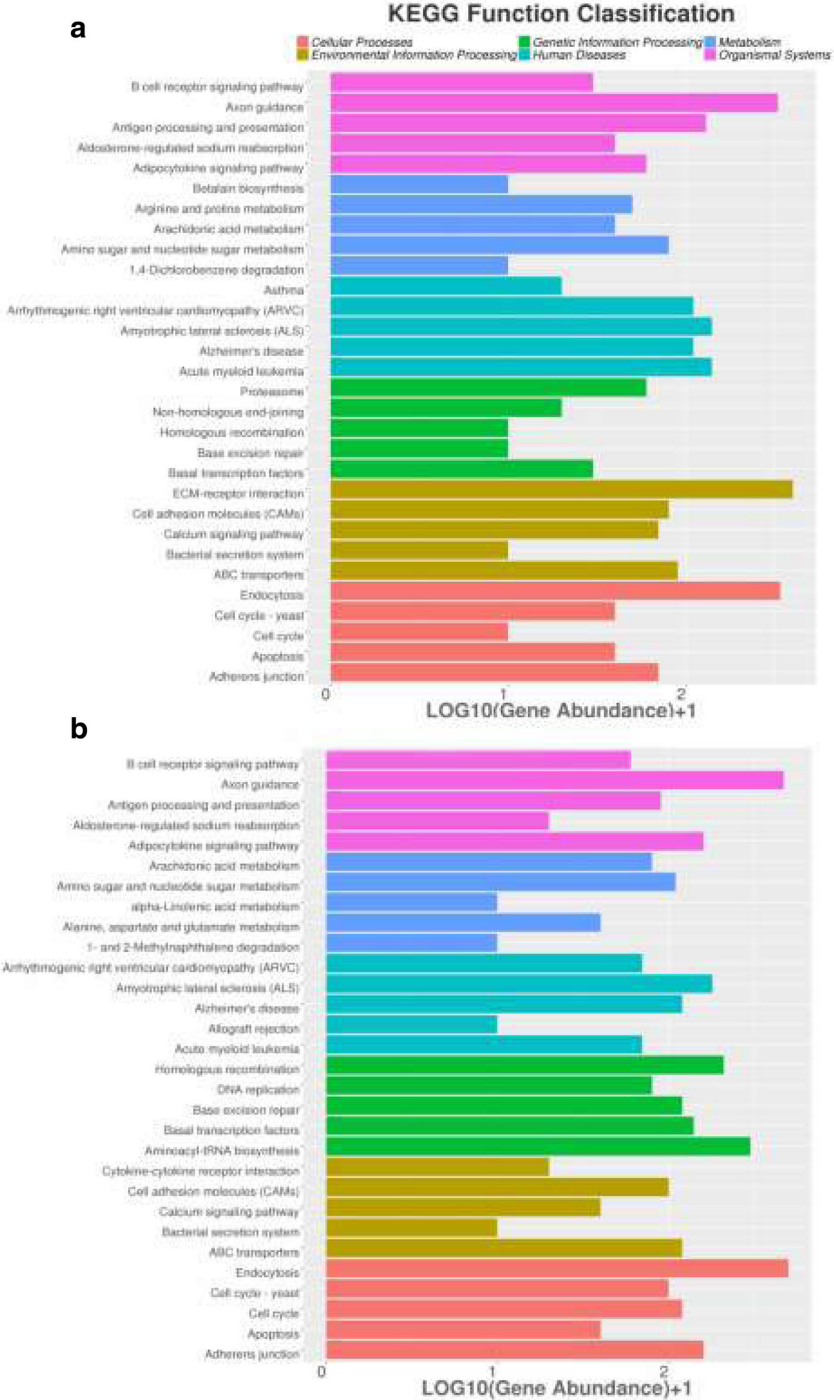
KEGG pathways enriched in the male-biased genes (**a**) and female-biased genes (**b**)

### Analysis of miRNA sequencing of *O.potamophila* gonad tissue

In order to identify miRNA differentiation between male and female individuals, we relied on the six small RNA libraries representing the testes (OT a, OT b, OT c) and ovaries (OO a, OO b, OO c) constructed with total RNA and subjected to Illumina small RNA deep sequencing. 

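The small RNA libraries also came from 3 pools of testes and 3 pools of ovaries, of 3 fish each. The deposited table holds 790 miRNA entries, each a mature sequence with its read count per library and the authors' normalized value. Of these, 576 carry a name from miRBase with the edits that separate the sequence from the listed miRNA, and 214 are predicted. Entries with an identical sequence hold identical values, and the 790 entries are 660 distinct sequences, 124 of them listed under more than 1 entry, so each sequence was tested once. The counts over distinct sequences summed to 3950947, 6279746 and 6822808 in testis libraries a, b and c and to 1673813, 2218189 and 2816838 in ovary libraries a, b and c. Between 20.1% and 26.3% of the values of a library were not whole and were rounded. After edgeR's filter 256 sequences were tested with TMM scaling and the quasi-likelihood test, and called at an adjusted p under 0.05 with no threshold on the fold change, as fold changes of testis over ovary.
A single sequence, miR-202-5p (dre-miR-202-5p_R-1), a miRNA known from vertebrate gonads, held 49.9%, 69.0% and 62.7% of the testis counts and 44.8%, 40.3% and 39.5% of the ovary counts. TMM factors were 0.9852, 0.5999 and 0.6721 in testis and 1.4123, 1.279 and 1.3935 in ovary, and scaling by library size in place of TMM moved the median log2 fold change by 0.87.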

After discarding junk sequences, 8.8, 8.1, 8.7, 4.0, 4.1, and 5.9 million clean reads were generated in OT a, OT b, OT c, OO a, OO b, and OO c samples, respectively (Additional file 8: Table S6). 

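The counts of the listed entries, in which a sequence with several names is counted under each, summed to 4381860, 6683362 and 7406555 in testis libraries a, b and c and to 1906022, 2522751 and 3226928 in ovary libraries a, b and c. The testis libraries are thus deeper, and a sequence with few counts is measured less precisely in ovary. The muscle miRNA gga-miR-1a-2-5p_R-1, for example, had 214 counts over the testis libraries and 6 over the ovary libraries, and miR-184 (ccr-miR-184_R-2) had 64 counts over the testis libraries and 13454 over the ovary libraries. Values of single miRNAs below are given as CPM, which corrects for the depth.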

The length distributions of miRNAs were similar among libraries in that 21 nt RNAs were the most abundant (Additional file 9: Figure S3). 

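Predicted miRNAs were rare in the libraries next to those with a miRBase name. The 210 distinct predicted sequences had a median of 16 counts over the 6 libraries, against 93 for sequences with a miRBase name. Of the 23 predicted sequences with enough counts to be tested, 5 were higher in ovary, and the others were not called. The strongest was PC-5p-44099_38, with 232 counts in ovary and 3 in testis, a ratio of 104 (95% counting interval 35.1 to 507). Among named miRNAs, the most abundant after miR-202-5p in testis were miR-143-3p (5.32% ± 0.41 of the counts, SD, n = 3 pools) and let-7a (4.08% ± 0.68).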

In total, we identified 591 conserved miRNAs belonging to 164 miRNA families, and 214 predicted novel miRNAs in the six small RNA libraries (Additional file 10: Table S7 and Additional file 11: Table S8).

Compared with groups of OT and OO, 75 miRNAs were significantly upregulated in testes, while 68 miRNAs were significantly upregulated in ovaries. (*P* < 0.05, Additional file 12: Table S9) We found many of the same miRNAs that were reported in the previous study, such as miR-143, miR-145, and miR-138, and detected some novel miRNAs as well. 

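The testis-higher miRNAs were led by miR-2187-5p (dre-miR-2187-5p_R-1), at 307 ± 63.2 CPM in testis and 3.72 ± 2.26 in ovary (SD, n = 3 pools, log2 fold change 6.37, SE 0.51, adjusted p = 1.77e-04 from edgeR). They also included miR-734-5p (log2 fold change 4.93, SE 0.45, adjusted p = 2.42e-04) and miR-2184 (3.61, SE 0.22, adjusted p = 1.00e-04). In ovary, miR-184 (ccr-miR-184_R-2) had 1510 ± 342 CPM against 5.53 ± 4.96 in testis (log2 fold change -8.11, SE 0.76, adjusted p = 2.65e-04, and -9.04 without testis library b), and miR-31-5p (pmi-miR-31-5p_R+2) had 326 ± 99.3 CPM (log2 fold change -6.83, SE 0.38, adjusted p = 1.00e-04). A sequence named miR-8160-5p had 348 counts in ovary and none in testis, at least 156-fold higher in ovary.
Of 256 sequences tested, 52 were higher in testis and 69 higher in ovary, so 43.0% of the calls were testis-higher. With scaling by library size the numbers were 22 and 124 (15.1%), with DESeq2 67 and 64, with limma on the authors' normalized values 65 and 54 (54.6%), with an unadjusted p under 0.05 63 and 85, and with every listed entry counted 71 and 89. Of 97 sequences of Table S9 that were tested, 78 were called in the direction given there.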

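By families, 5 of 5 tested sequences of the cluster of miR-143 and miR-145 were higher in testis (4 with scaling by library size), as were 5 of 6 sequences of the striated muscle miRNAs miR-1, miR-133 and miR-206. Of 5 forms of the gonadal miR-202, 4 were higher in testis (5 when adjusted over the list alone), but 1 with scaling by library size and 2 to 5 with 1 library left out; the main form had a log2 fold change of 1.5 (SE 0.32, adjusted p = 0.00788). On the ovary side were 4 of 4 sequences of the cluster of miR-221 and miR-222 and 3 of 3 of the epithelial miR-200 family, with miR-200a at -3.39 (SE 0.43, adjusted p = 0.00104) and miR-429 at -4.56 (SE 0.84, adjusted p = 0.00543, and -3.23 without ovary library c). Also higher in ovary were 3 of 3 sequences of miR-184 and miR-187, with miR-187 at -7.96 (SE 0.56, adjusted p = 1.34e-04, and -8.83 without testis library a).
Of 21 sequences of miR-17-92 and related clusters 7 were higher in ovary and 14 were not called, with 11 higher in ovary after scaling by library size and 2 higher in testis with DESeq2. For 5 erythroid and 8 leukocyte miRNA sequences, 3 each were higher in ovary (4 and 5 with scaling by library size). Of the leukocyte ones, 1 was left without testis library a or b or ovary library b, and 2 without ovary library a or c or with DESeq2. The let-7 family, with 5 of 21 sequences higher in testis and 2 higher in ovary (5 in testis alone when adjusted over the list alone), turned to 11 higher in ovary with scaling by library size. With 1 library left out, 3 to 5 were higher in testis and at most 1 in ovary, and 2 of the 5 (oha-let-7i-5p_R+2_1 and oha-let-7i-5p_R+2_2) hold identical counts in every library. Of 4 sequences of miR-29, 1 was higher in testis, but 1 was higher in ovary with that scaling, and of 4 of the cluster of miR-199 and miR-214 1 was higher in each sex (1 and 3). Sequences of miR-34 (2 tested), miR-30 (3) and the miR-183 cluster (2) were not called by edgeR, while DESeq2 called 1 of miR-30 higher in testis, scaling by library size 1 of miR-30 and 1 of miR-34 higher in ovary, and the fit without ovary library a 1 of miR-34 higher in ovary. The tested miR-430 sequence, of a family of eggs and embryos, had 20.5 ± 18.7 CPM in ovary and a log2 fold change of -3.54 (adjusted p = 0.0174). It was -2.57 without ovary library a and did not pass without testis library a (adjusted p = 0.0534), b (0.0603) or c (0.0611). Lists of families seen in Tables 1 and S9, such as those of miR-143 and miR-221, are not independent evidence of their direction.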

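Libraries of one sex resembled each other in their miRNAs more than libraries of the other sex. Over the 256 tested sequences, Spearman's rho was 0.966 to 0.984 between testis libraries and 0.963 to 0.977 between ovary libraries. Between a testis and an ovary library it was 0.823 to 0.855, below every value within a sex. Among abundant miRNAs, miR-145 (xtr-miR-145_R-2) held 2.88% ± 0.79 of the testis counts (SD, n = 3 pools), whereas miR-21 (ipu-miR-21_R-1), a miRNA known from many tissues, held 2.91% ± 0.71 of the testis counts and 14.98% ± 3.21 of the ovary counts. The values of rho are across sequences, which are not independent replicates.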

In the two libraries of differentially expressed miRNAs, hierarchical clustering results allowed the six samples to be sorted into two distinct groups (Fig. 4).

**Fig. 4:**
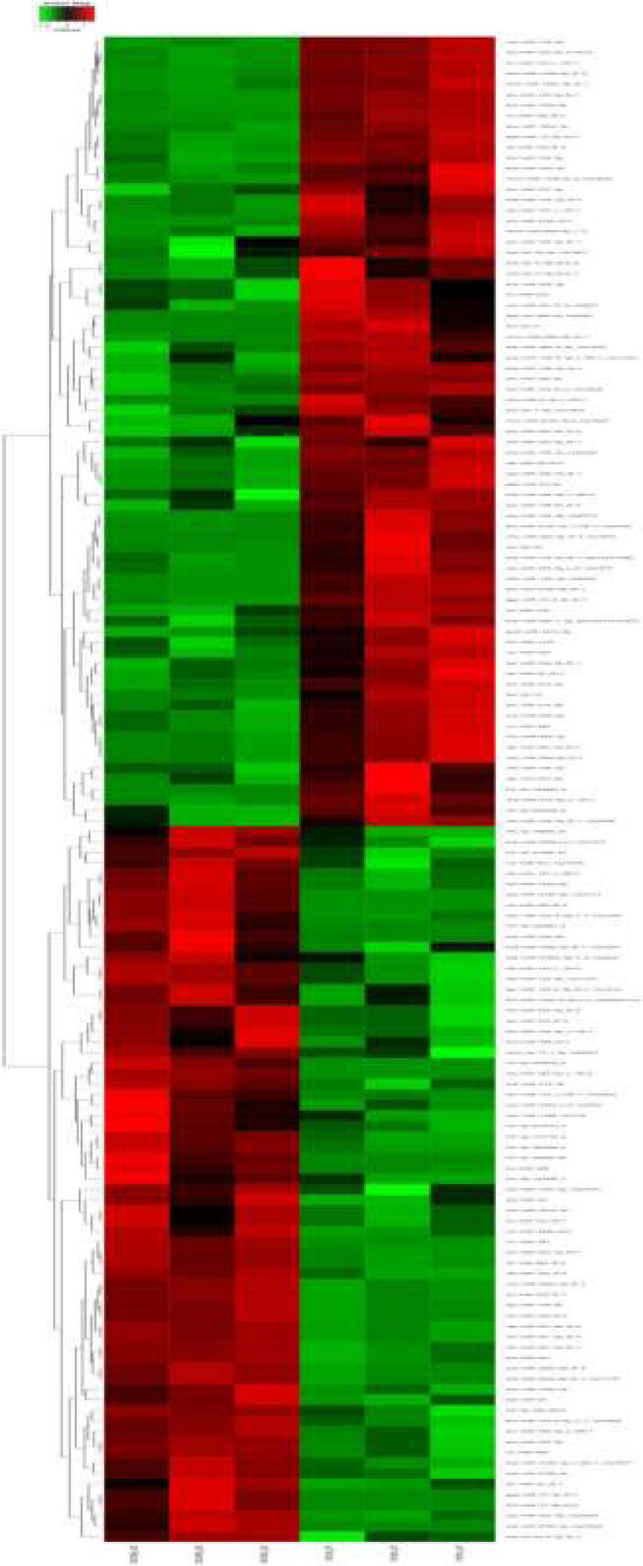
Heatmap of the differentially expressed miRNAs for gonads. Heatmap of the count data of gonads for the differentially expressed miRNAs between male and female individuals (*p*<0.05)

### Correlation of DE miRNAs and DE mRNAs of *O. potamophila* gonad tissue

In order to determine miRNA-mRNA functional interactions, DE miRNAs and their predicted target lists were investigated for cognate mRNA targets using ACGT101-CORR 1.1. There were 53,374 miRNA-mRNA pairs in the gonad tissue of the dark sleeper. There were 27,583 negative miRNA-mRNA interactions with the involvement of 143 DE miRNAs and 16,540 DE mRNAs in total. Our study described the negative interaction between 15 genes with annotation and 15 miRNAs, which were verified by using qRT-PCR (Fig. 5).

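The pairs of Fig. 5, as read from the drawing, join 15 genes with 15 miRNA names, which are 10 distinct sequences. A misread line would change the numbers of pairs below. The paper's text also names Fem-1a among the predicted genes of miR-143 and miR-145, and no such pair was read. Fem1a was read with miR-139 and miR-17a-2-3p. Esr2, an estrogen receptor gene, was higher in testis while its 4 paired entries of miR-222 and miR-222a were higher in ovary, and Foxl2, an ovary transcription factor, was higher in ovary while its paired miR-145 was higher in testis. Nr1d2, a clock-related nuclear receptor, had a log2 fold change of -3.74 (SE 0.21, adjusted p = 3.18e-05 from edgeR) against 2.13 for its paired miR-138-5p. Dmrt1, a testis factor, and its paired miR-17a-2-3p also moved apart. In other pairs both moved the same way: Esr2 and its remaining pair, miR-138-5p, were both higher in testis, Foxl2 and miR-221-5p were both higher in ovary, and wt1-b (Wilms tumor protein, log2 fold change 2.14, SE 0.3, adjusted p = 7.14e-04) and miR-145 were both higher in testis.
Of the 35 pairs drawn, 20 had fold changes of opposite sign and 15 of the same sign, and with each sequence counted once 14 of 25 were opposite. By the paper's own qRT-PCR values 22 of the 35 were opposite. If directions of called miRNAs and genes were independent, 50.7% of pairs would be opposite. The 18-base variant of miR-143 in 2 of these pairs had too few counts to be tested (23 in testis and 3 in ovary, a ratio of 5.71 with a 95% counting interval of 1.73 to 29.7). No correlation across the libraries was computed, as they fall into 2 groups of 3. The paper describes the interactions between these genes and miRNAs as negative.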

**Fig. 5:**
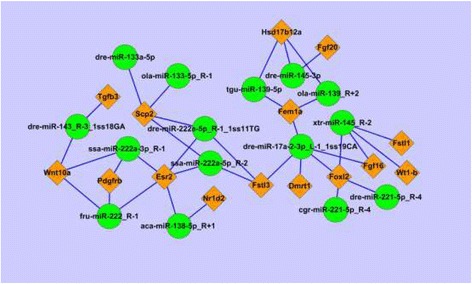
miRNA-mRNA negative correlation network. miRNAs and mRNAs were validated using real-time PCR

### Confirmation of differential miRNAs and mRNAs by qRT-PCR

We used real-time qRT-PCR to investigate the relative expression levels of the 16 top miRNAs and 43 mRNAs related to sex determination and differentiation. The data obtained through RNA-seq and qRT-PCR was essentially identical (Table 1 and Table 2). 

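Of the 43 genes of Table 2, 42 had enough counts to be tested, and 21 were male-biased, 17 female-biased and 4 not called (Foxo3, Cyp19a1, Sox9 and Ctnnb1). The sign of the log2 fold change was that of the paper's qRT-PCR value in 41 of the 42, but for Cyp19a1 the sign rests on testis library a (1.63, and -4.05 without it), and for Ctnnb1 on the scaling (-0.02 with scaling by library size). The exception was Dazl, an RNA-binding protein gene of germ cells, with 4.78 (SE 1.04, adjusted p = 0.00495 from edgeR) against the paper's -1.25 by qRT-PCR; without testis library a it was 3.51, and without ovary library b 5.83. Among the male-biased genes was SCP2, a sterol carrier (log2 fold change 1.79, SE 0.28, adjusted p = 0.0012). Foxo3, a forkhead gene of follicle dormancy, had a log2 fold change of -0.89 (SE 0.17, adjusted p = 0.00261), short of the threshold of 1, and was called with scaling by library size (-1.42) and without testis library a (-1.04).
Across the 42 genes Pearson's r between both measures was 0.883 and Spearman's rho 0.877 (permutation test, p = 2.00e-05 for each, adjusted 4.00e-05, the smallest the permutations can give), with ZP3, which had no count in testis, at its lower bound. These genes fall into a male-biased and a female-biased group. Within the male-biased genes r was 0.239 (n = 21), and within the female-biased genes it was 0.703 (n = 17). Of the 16 entries of Table 1, which are 11 distinct sequences, 10 sequences were tested, 4 higher in testis and 6 in ovary. Their sign was that of qRT-PCR in 9 of the 10, with miR-221-5p the exception, and r was 0.94 and rho 0.733 (permutation tests, p = 0.00138 and 0.0196, adjusted 0.00184 and 0.0196 over 4 correlations). Among the 6 ovary-higher sequences r was -0.409. Genes and miRNAs are not independent replicates, and both tables were chosen by the study on these samples.

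**Figure D2:**
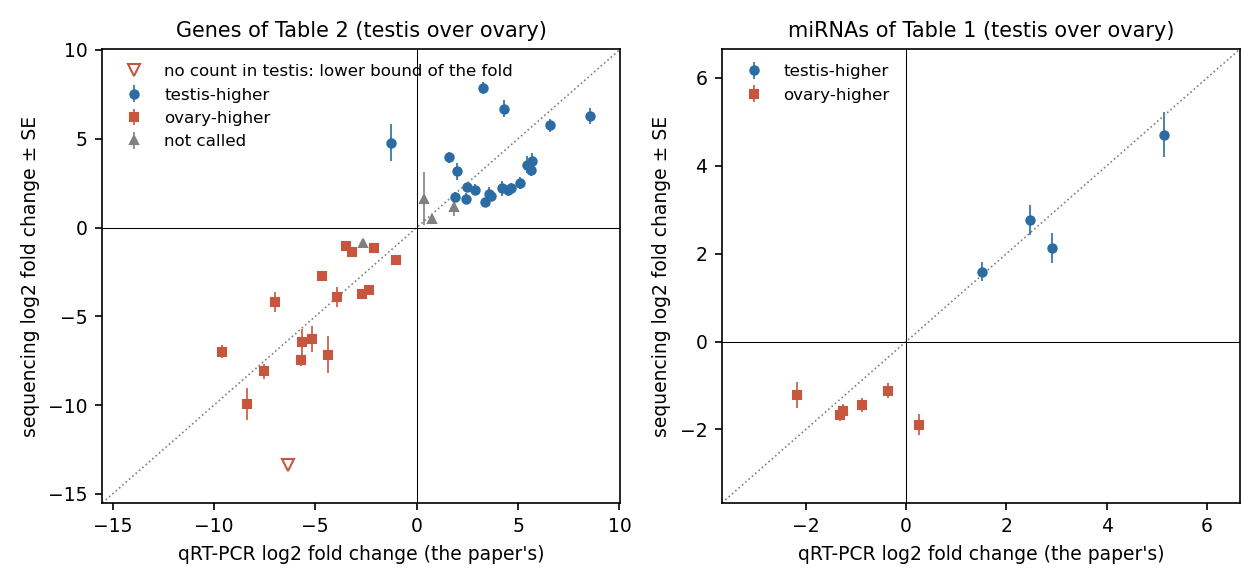
Log2 fold change (testis over ovary) from sequencing, with its SE, against the paper's log2 fold change from qRT-PCR, for the 42 tested genes of Table 2 (left) and the 10 tested sequences of Table 1 (right). The open triangle is ZP3 at its lower bound, and the dotted line marks equal values. Dazl and miR-221-5p are the points in a quadrant of opposite signs.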

Overall, the results of qRT-PCR validated those of RNA-seq and offered support for the reliability of the differentially expressed miRNAs and genes.

**Table 1:** Relative miRNA expression of top 16 DE miRNAs for comparison of the OT versus OO groups with respect to miRNA-seq and quantitative real-time PCR

miR_name	miR_seq	IlluminamiRNA-seq (log2 fold change)	Regulation (OT vs. OO)	Real-time PCR (log2 fold change)
dre-miR-221-5p_R-4	ACCTGGCATACAATGTAGATTT	−1.74	down	0.25
cgr-miR-221-5p_R-4	ACCTGGCATACAATGTAGATTT	−1.74	down	0.25
aca-miR-138-5p_R + 1	AGCTGGTGTTGTGAATCAGGCCG	2.29	up	2.91
cfa-miR-153_R + 2	TTGCATAGTCACAAAAGTGATC	−0.97	down	−0.36
dre-miR-145-3p	GGATTCCTGGAAATACTGTTCT	1.74	up	1.52
xtr-miR-145_R-2	GTCCAGTTTTCCCAGGAATCCC	2.91	up	2.47
fru-miR-222_R-1	AGCTACATCTGGCTACTGGGTCT	−1.53	down	−1.31
ssa-miR-222a-3p_R-1	AGCTACATCTGGCTACTGGGTCT	−1.53	down	−1.31
ola-miR-139_R + 2	TCTACAGTGCATGTGTCTCCAGT	−1.30	down	−0.87
tgu-miR-139-5p	TCTACAGTGCATGTGTCTCCAGT	−1.30	down	−0.87
dre-miR-143_R-3_1ss18GA	TGAGATGAAGCACTGTAA	2.85	up	2.50
dre-miR-17a-2-3p_L-1_1ss19CA	CTGCAGTGGAGGCACTTAAAGC	−1.07	down	−2.17
dre-miR-222a-5p_R-1_1ss11TG	TGCTCAGTAGGCAGTGTAGATC	−1.43	down	−1.26
ssa-miR-222a-5p_R-2	TGCTCAGTAGGCAGTGTAGATC	−1.43	down	−1.26
dre-miR-133a-5p	AGCTGGTAAAATGGAACCAAAT	4.90	up	5.15
ola-miR-133-5p_R-1	AGCTGGTAAAATGGAACCAAAT	4.90	up	5.15

**Table 2:** List of important genes related to sex determination/differentiation in the dark sleeper transcriptome

Accession	Gene name	Illumina mRNA-seq (log2fold change)	Regulation (OT vs. OO)	Real-time PCR (log2 fold change)
comp31991_c0	*Wt1-b*	1.94	up	2.89
comp30718_c0	*Dmrt1*	6.10	up	8.54
comp21149_c0	*Dmrt3a*	5.57	up	6.57
comp23897_c0	*Gata4*	1.20	up	3.38
comp27898_c0	*Gata2*	2.31	up	5.09
comp31039_c0	*Ar*	1.51	up	1.89
comp15491_c0	*Rspo1*	3.37	up	5.46
comp31921_c0	*Ctnnb1*	0.27	-	0.75
comp23019_c0	*Foxl2*	−7.28	down	−9.58
comp36367_c0	*Foxo3*	−1.10	down	−2.65
comp34722_c0	*Wnt10a*	3.02	up	5.62
comp3806_c0	*Cyp19a1*	−1.62	-	0.34
comp13638_c1	*Sox9*	0.97	-	1.84
comp19872_c1	*Sox3*	−6.92	down	−5.64
comp25339_c0	*Sox8*	−4.45	down	−6.97
comp35936_c2	*Esr2*	2.05	up	4.65
comp35195_c0	*Nr3c1*	−1.27	down	−3.47
comp27598_c0	*Nr1d2*	−3.96	down	−2.69
comp19368_c0	*Nr0b1*	2.00	up	4.21
comp24244_c0	*Fgf20*	−6.57	down	−5.14
comp18977_c0	*Fgf16*	−4.09	down	−3.94
comp24848_c0	*Fstl1*	2.07	up	2.46
comp32556_c0	*Fstl3*	3.73	up	1.58
comp4391_c1	*Fstl5*	inf	up	8.73
comp21914_c0	*Zp1*	−10.22	down	−8.36
comp29518_c0	*ZP2*	−8.26	down	−7.54
comp31397_c0	*ZP3*	-inf	down	−6.36
comp28002_c0	*Fem1a*	−1.37	down	−2.12
comp32386_c1	*Fem1c*	−2.93	down	−4.65
comp35903_c2	*Piwil1*	−2.02	down	−1.02
comp36970_c0	*Tdrd7b*	2.94	up	1.98
comp25576_c0	*Hsd17b1*	−7.66	down	−5.71
comp33961_c0	*Hsd16b3*	3.51	up	5.68
comp22996_c0	*Hsd17b7*	−1.60	down	−3.20
comp28954_c0	*Hsd17b12a*	−7.42	down	−4.38
comp16819_c0	*Pdgfrb*	1.68	up	3.59
comp26607_c1	*Pdgfb*	1.42	up	2.45
comp28781_c1	*Scp2*	1.58	up	3.67
comp25148_c0	*Dazl*	4.59	up	−1.25
comp32900_c0	*Dnali1*	6.47	up	4.32
comp23871_c0	*Tgfb1*	1.88	up	4.49
comp30516_c0	*Tgfb2*	7.66	up	3.25
comp24977_c0	*Tgfb3*	−3.75	down	−2.35

### SNP detection and validation

For extended application of the RNA-Seq data, structural variations were discovered using the assembled transcriptome. A total of 1130 and 1226 SNPs were identified in males and females, respectively. 

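Table S10 lists 2356 SNPs in 1355 assembled genes, and the genes with SNPs listed in males only differed in expression from those with SNPs listed in females only. Genes with male-only SNPs had a median log2 fold change of 2.92 and a median of 54.0 counts per testis library and 7.67 per ovary library. Genes with female-only SNPs had a median log2 fold change of -1.33, with 29.3 counts per testis library and 87.3 per ovary library. There were 698 genes with male-only SNPs, 639 with female-only SNPs and 18 with both kinds, and 1130 of all were tested. Of the called genes with male-only SNPs, 378 were male-biased and 70 female-biased, and of those with female-only SNPs, 106 were male-biased and 277 female-biased (odds ratio 14.1, p = 1.84e-64 from Fisher's exact test, two-sided). Counted by SNP instead of by gene, the odds ratio was 2.27 (p = 9.76e-15 from the same Fisher's exact test). SNPs of 1 gene share its expression call, so the test by SNP treats values as independent that are not. The paper kept SNPs at a read depth above 100, a filter on the reads that was not repeated here.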

A/G was the most abundant type in both males and females (Table 3). Information on all SNPs detected in males and females is presented in Additional file 13: Table S10.

**Table 3:** SNP type in male and female dark sleeper

Type	A-T	A-G	A-C	C-T	C-G	C-A	G-T	G-C	G-A	T-G	T-C	T-A	Total
Sex													
Male	62	240	76	198	48	48	46	42	211	49	147	59	1226
Female	64	196	67	199	41	44	67	38	182	51	137	44	1130

Forty SNPs in twenty dark sleepers were subjected to experimental validation. Among the 40 primer pairs designed for SNP validation, 34 could amplify target sequences. Within these amplified sequences, 19 SNPs were validated, suggesting that approximately 50% of the predicted SNPs were indeed true SNPs. The primers of validated SNPs are listed in Additional file 14: Table S11.

## Discussion

As a commercial fish, the dark sleeper shows a sex dimorphism growth pattern, in that the male dark sleeper grows faster than the female. Artificial breeding and selection of dark sleepers have taken place in recent years. To further facilitate increased production of dark sleepers, the control of their sex is regarded as an important technique. Thus, understanding the detailed mechanisms involved in dark sleeper sex determination and development is necessary. This study presents mRNA and miRNA integrated analyses on the gonad tissue of the dark sleeper. A number of sex specific miRNA-mRNA pairs and SNPs were identified. Taking insight into miRNA-mRNA pairs and their corresponding SNPs can further the understanding of the regulatory mechanisms associated with sex determination and gonadal differentiation in the dark sleeper. This, then, constitutes a genetic breeding basis for this important commercial fish species.

In general, all of the RNA transcripts in the cell were included in the transcriptome data. The transcriptome reflects the mRNAs and miRNAs that are actively expressed under a particular condition. We attempted to acquire the miRNA-mRNA pairs through the use of DE miRNAs and DE mRNAs datasets and miRNA-targeting information. In the present study, a total of 53,374 miRNA-mRNA pairs were identified. In most cases, the negative correlation between miRNAs and their target mRNAs is often considered proof of miRNA targeting [27]. In our results, 27,583 miRNA-mRNA interaction sites with negative correlation were predicted with the involvement of 143 DE miRNAs and 16,540 DE mRNAs, which greatly exceeded our expectations. Moreover, this study validated 43 DE genes related to sex determination or differentiation and the top 16 DE miRNAs through the use of real-time PCR analysis.

In this study, compared with groups of OT and OO, 75 miRNAs were significantly upregulated in testes, while 68 miRNAs were significantly upregulated in ovaries. Increasing evidence suggests that miRNAs play an important role as regulators of reproduction [28, 29], and identifying the miRNA target genes is an important step for understanding their roles in gene regulatory networks.

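In the cluster of miR-143 and miR-145, known from smooth muscle, miR-143-3p held 5.32% and the 5p arm of miR-145 2.88% of the testis counts. The sequence oha-miR-143-3p_1ss22AT had 73100 ± 13100 CPM in testis and 8950 ± 803 in ovary (SD, n = 3 pools), a log2 fold change of 3.03 (SE 0.2, adjusted p = 1.00e-04 from edgeR). The 5p arm of miR-145 (xtr-miR-145_R-2) had 38400 ± 2680 CPM in testis and 5660 ± 2450 in ovary (log2 fold change 2.76, SE 0.34, adjusted p = 9.20e-04), and the 3p arm (dre-miR-145-3p) a log2 fold change of 1.59 (SE 0.22, adjusted p = 0.00116), which with scaling by library size was 0.73 and not called (adjusted p = 0.082). Both sequences of the muscle miRNA miR-133 were rarer. The 5p arm (dre-miR-133a-5p) had 34.0 ± 1.96 CPM in testis and 1.34 ± 1.04 in ovary (log2 fold change 4.71, SE 0.51, adjusted p = 4.56e-04, and 5.46 without ovary library a), and fru-miR-133_L-1R+1 had 816 ± 64.9 and 49.4 ± 27.3 CPM (log2 fold change 4.05, SE 0.45, adjusted p = 5.86e-04). For miR-138-5p (aca-miR-138-5p_R+1) the means were 182 ± 7.55 CPM in testis and 41.6 ± 18.0 in ovary (SE of the log2 fold change 0.34, adjusted p = 0.00223). Of 11 smooth muscle genes of the mRNA assay 10 were higher in testis and CALD1 was lower, in a list that camera did not call with an estimated correlation (adjusted p = 0.315) or with every assembled gene (adjusted p = 0.07).

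**Figure D3:**
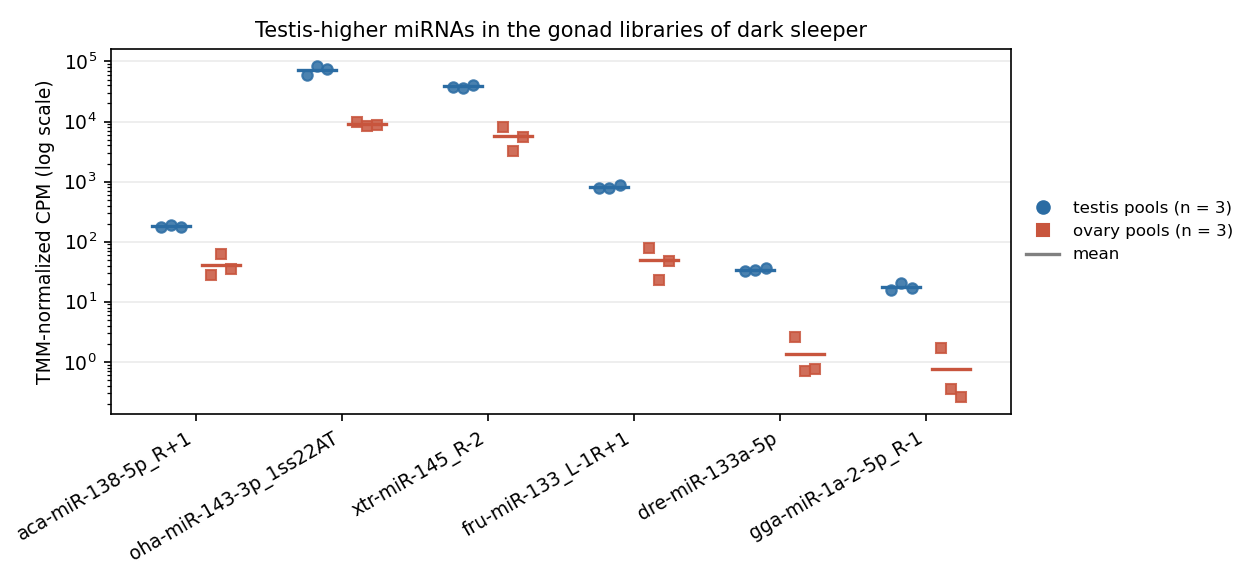
TMM-normalized CPM (log scale) of 6 miRNA sequences in each of the 3 testis pools (circles) and 3 ovary pools (squares), with the mean of each group as a line. In each of the 6 sequences every testis pool lies above every ovary pool.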

Our results indicate that the miR-138, miR-145, miR-143, and miR-133 showed significant increased expression in testes compared with that in ovaries. miR-138 can regulate the *PI3K/AKT* signaling pathway by targeting *PDK1* [30]. The *PI3K-AKT* signaling pathway is involved in many fundamental functions including testis development and spermatogenesis [31]. In yellow catfish, there are more molecules of *PI3K-AKT* pathway expressed in YY than in XY testis [32]. Therefore, miR-138 might be involved in testis development and spermatogenesis. miR-143 and miR-145 were proved to be co-transcribed in multipotent murine cardiac progenitors [33]. Moreover, miR-145 has been shown to play an important role in male and female differentiation, and *Sox9*, a male factor acting on Sertoli cells, has been tested as a direct target of miR-145 by luciferase reporter assay [34]. However, *Sox9* was not differentially expressed in the gonad of the dark sleeper, which may be a result of the samples we collected were in relatively late stage. 

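Sox9 (comp13638_c1), a transcription factor of Sertoli cells, was low in both sexes, at 2.17 ± 1.1 CPM in testis and 0.961 ± 0.213 CPM in ovary (SD, n = 3 pools). Its log2 fold change was 1.17 (SE 0.5, adjusted p = 0.071 from edgeR), and without testis library c it was 1.54 and passed the test (adjusted p = 0.0137). Testis libraries a, b and c held 104, 66 and 24 counts of it. The related genes SOX8 (comp25339_c0) and SOX10 (comp31381_c0) were higher in ovary, at log2 fold changes of -4.18 (SE 0.55, adjusted p = 5.53e-04, and -5.13 without testis library a) and -2.13 (SE 0.53, adjusted p = 0.00883, and -2.74 without testis library c).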

The results of our histologic section indicated that the testes were in IV stage, leading to the production of mature spermatids (Additional file 15: Figure S4). Previous studies have suggested that *Sox9* overexpressed in the immature gonads of Siberian sturgeons and sablefish [35, 36]. Hence, *Sox9* might play a role in an earlier stage of gonadal development in the dark sleeper. In addition, miR-143 is critical for the formation of primordial follicles and regulates ovarian development [37], and it is also a dominant miRNA detected in both ovaries and testes of Atlantic halibut [38]and Nile tilapia [20]. The predicted genes of miR-143 and miR-145 in our study include *Foxl2*, *Fgf16*, *Fgf20*, and *Fem-1a*. 

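Fgf16 (comp18977_c0) and FGF20 (comp24244_c0), genes of secreted fibroblast growth factors, were low in testis. FGF20 had 10.4 ± 1.47 CPM in ovary and 0.128 ± 0.111 in testis (SD, n = 3 pools), a log2 fold change of -6.27 (SE 0.71, adjusted p = 3.08e-04 from edgeR, and -6.95 without testis library a). Fgf16 had 3.18 ± 0.481 CPM in ovary and 0.215 ± 0.134 in testis, a log2 fold change of -3.92 (SE 0.56, adjusted p = 7.98e-04). Of the miRNAs paired with them, miR-145 for Fgf16 and miR-145-3p for FGF20 were higher in testis, and miR-17a-2-3p, also paired with Fgf16, was higher in ovary. For each gene, every ovary library lay above every testis library.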

*Foxl2* encodes a forkhead transcription factor and is involved in ovary differentiation [39], and showed that it is predominantly expressed in female gonads. However, another ovarian marker, *Cyp19a1*, showed that it is expressed similarly in both male and female gonads. 

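Foxl2 (comp23019_c0) had 23.2 ± 2.6 CPM in ovary and 0.174 ± 0.0746 in testis (SD, n = 3 pools), a log2 fold change of -6.99 (SE 0.37, adjusted p = 2.92e-05 from edgeR's quasi-likelihood test). The other listed genes of ovary differentiation were mixed: of 12 tested, 2 were higher in ovary, 3 higher in testis and 7 not called (camera adjusted p = 0.828). The second ovary-higher gene was irx3 (comp30_c0), an Iroquois homeobox gene, with 49 counts in ovary and none in testis, at least 10.4-fold higher in ovary. With scaling by library size, and without testis library a, 5 of the list were higher in ovary. The study had picked 9 of the 12 for Table 2, and 4 of the 12 are also on another list.

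**Figure D4:**
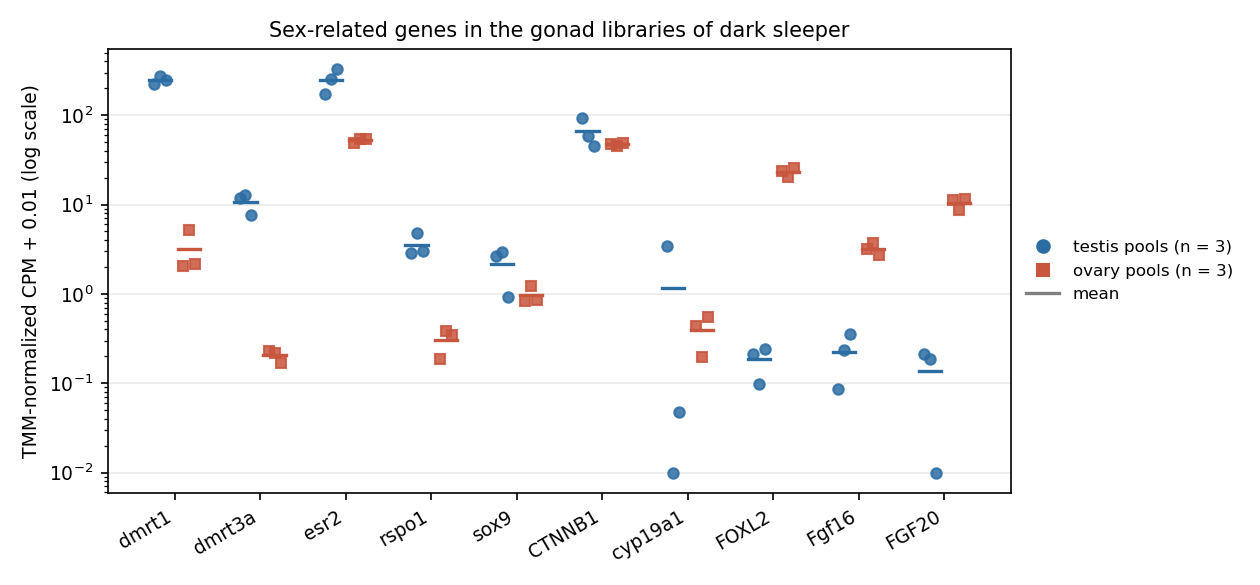
TMM-normalized CPM plus 0.01 (log scale) of 10 sex-related genes in each of the 3 testis pools (circles) and 3 ovary pools (squares), with the mean of each group as a line. Foxl2, Fgf16 and FGF20 lie higher in every ovary pool, dmrt1, dmrt3a, esr2 and rspo1 in every testis pool, and 1 testis pool lies far above the others for cyp19a1.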

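The aromatase gene cyp19a1 (comp3806_c0), whose enzyme makes estrogen from androgen, was low in most libraries. It had 0.423, 0.187 and 0.54 CPM in ovary libraries a, b and c, and 3.43, 0 and 0.0382 CPM in testis libraries a, b and c. The log2 fold change was 1.63 (SE 1.48, adjusted p = 0.353 from edgeR), and without testis library a it was -4.05 (adjusted p = 0.0139), higher in ovary. The counts behind these values were 134, 0 and 1 in testis and 19, 9 and 24 in ovary.
Other genes of steroid synthesis differed more. The enzyme gene cyp17a1 (comp25084_c0), which leads to androgens, had a log2 fold change of 7.73 (SE 0.61, adjusted p = 8.56e-05, and 6.96 without testis library b), and HSD17B3 (comp33961_c0), which makes testosterone, one of 3.72 (SE 0.46, adjusted p = 4.34e-04, and 4.33 without ovary library a). HSD17B1 (comp25576_c0), which makes estradiol, had 135 ± 24.4 CPM in ovary and 0.767 ± 0.202 in testis (log2 fold change -7.47, SE 0.31, adjusted p = 1.75e-05). Of 19 listed genes of steroid synthesis and hormone receptors 12 were higher in testis, 3 were lower and 4 were not called (camera adjusted p = 0.0556, median 1.63). The list passed camera's threshold with scaling by library size (adjusted p = 0.0221), the replicate block (0.0356) and every assembled gene (0.0449). It also passed without testis library a (0.0123), b (0.0251) or c (0.0195) or ovary library a (0.0409), and fry called it (fry adjusted p = 0.015). It missed the threshold without ovary library b (0.113) or c (0.0925) and with an estimated correlation (camera adjusted p = 0.712). The study had picked 7 of the 19 for Table 2.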

A possible reason for this is that *Cyp19a1* has been proved essential for early sex differentiation and ovarian development, and it is regarded as an early marker of ovarian differentiation [40], but *Foxl2* is crucial for maintenance and functioning of adult ovaries [41]. The histologic section verified that the ovaries were in IV stage, during which mature oocytes can be produced (Additional file 14: Figure S4). *Fgfs* (Fibroblast growth factors) have been shown to participate in a wide variety of biological processes, including cell proliferation, migration, growth, differentiation, sex determination, and sex differentiation [42, 43]. For instance, in zebrafish, *Fgf16* is required for pectoral fin bud formation [44] and *Fgf20* is necessary for triggering regeneration of its fins [45]. In the XX ovaries and phase II oocytes of Nile tilapia, *Fgf16* and *Fgf20* showed higher expression, which suggests that *Fgf16* and *Fgf20* are involved in early oocyte development [46]. Moreover, the gene *Fem-1* has been shown to play a role in the sex determination signaling pathway in *Caenorhabditis elegans* [47]. There are three conservative members of the *Fem-1* family in vertebrates—namely *Fem-1a*, *Fem-1b*, and *Fem-1c*. *Fem-1a* and *Fem-1c* were identified as female-biased genes in our study. 

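The gene named fem1c (comp32386_c1) had 238 ± 8.86 CPM in ovary and 36.3 ± 6.96 in testis (SD, n = 3 pools), a log2 fold change of -2.71 (SE 0.21, adjusted p = 7.33e-05 from edgeR). For fem1a (comp28002_c0) the means were 102 ± 10.7 CPM in ovary and 45.5 ± 10.5 in testis, a log2 fold change of -1.17 (SE 0.22, adjusted p = 0.00258). With the stricter filter on low counts the value for fem1a was -0.8, short of the threshold of 1. The KEGG annotation in the authors' table names both genes Fem-1 homolog b.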

The production of connective tissue growth factor can be limited by miR-133 [48]. miR-133 can regulate the oocyte meiosis by down regulating the expression of cyclin B gene by using double-luciferase reporter genes assay [49].

In contrast with the testes, the most abundant expressed miRNAs in the ovaries of the dark sleeper were miR-221, miR-153, miR-222, and miR-139. Both miR-221 and miR-222 can maintain the undifferentiated state of mammalian spermatogonia [50]. 

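Of the miRNAs named here, miR-222 (fru-miR-222_R-1) had 1930 ± 110 CPM in ovary and 605 ± 57.9 in testis (SD, n = 3 pools, log2 fold change -1.68, SE 0.13, adjusted p = 1.77e-04 from edgeR). miR-139 (ola-miR-139_R+2) had 542 ± 27.7 CPM in ovary and 198 ± 15.3 in testis (log2 fold change -1.45, SE 0.16, adjusted p = 4.52e-04), and miR-153 (cfa-miR-153_R+2) 494 ± 11.8 and 228 ± 34.6 CPM (log2 fold change -1.12, SE 0.17, adjusted p = 0.0021). miR-221-5p (dre-miR-221-5p_R-4) had 114 ± 1.28 CPM in ovary and 30.7 ± 4.1 in testis (log2 fold change -1.89, SE 0.23, adjusted p = 6.85e-04). As shares of the ovary counts, miR-222 held 0.26%, miR-139 and miR-153 0.07% each and miR-221-5p 0.02%. The sequences with the largest shares in ovary were miR-202-5p (41.55% ± 2.87), let-7a (5.62% ± 0.21) and miR-100 (3.54% ± 0.31), besides miR-21. The 5p form of miR-222a (dre-miR-222a-5p_R-1_1ss11TG) was also higher in ovary, at -1.59 (SE 0.16, adjusted p = 2.65e-04).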

*ESR2* and *Gata2* are among the predicted targets of miR-221 and miR-222. 

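The estrogen receptor gene esr2 (comp35936_c2) had 249 ± 76.1 CPM in testis and 52.3 ± 2.85 in ovary (SD, n = 3 pools), a log2 fold change of 2.25 (SE 0.26, adjusted p = 3.14e-04 from edgeR). GATA2 (comp27898_c0), a zinc finger transcription factor, had 31.4 ± 11.3 CPM in testis and 5.51 ± 1.64 in ovary, a log2 fold change of 2.51 (SE 0.36, adjusted p = 8.07e-04). Other hormone receptor genes were also higher in testis. The progesterone receptor PGR (comp33323_c0) had a log2 fold change of 5.29 (SE 0.3, adjusted p = 3.30e-05), and the gonadotropin receptor LHCGR (comp32935_c0), which the KEGG annotation names follicle stimulating hormone receptor, one of 3.84 (SE 0.39, adjusted p = 1.99e-04). The glucocorticoid receptor nr3c1 (comp35195_c0) was lower, at -1.06 (SE 0.23, adjusted p = 0.00496), and short of the threshold of 1 without testis library a (-0.99).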

The *ESR2* had higher expression in the testes. The expression of estrogen receptors has been shown male-biased in bluehead wrasses [51], Nile tilapia (70dah) [52], and rainbow trout (60-110dpf) [53]. During mouse gonad development, *Gata2* was shown to be sex-biased. The expression of *Gata2* was found to be much greater in the fetal ovaries from 11.5 days postcoitum (dpc) onwards. However, it was not detected in the fetal testes during the period studied(10.5–15.5dpc) [54]. The role of *Gata2* in teleosts needs to be further studied. The role of miR-139 in fishes has yet to be studied, but an increasing number of studies have suggested that miR-139 suppresses the *Wnt* signaling activity by targeting several key genes such as *TCF-4* and *Wnt1* in this pathway [55, 56]. *Wnt* signaling has been known to be involved in mammalian ovary development [57], and in humans, the overexpression of *Wnt4* is associated with sex reversal [58]. *Rspo* plays an essential role in the *Wnt* signaling pathway in medaka [59] and activated *Rspo1* are sufficient to induce ovarian differentiation in XY medaka [60]. In our study, *Rspo* was shown to have male-biased expression, similar to the express pattern found in bluehead wrasses [51]. 

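Rspo1 (comp15491_c0), a secreted activator of Wnt signaling, had 3.53 ± 1.05 CPM in testis and 0.297 ± 0.104 in ovary (SD, n = 3 pools), a log2 fold change of 3.55 (SE 0.46, adjusted p = 5.16e-04 from edgeR). It was a low gene in both sexes, with 296 counts over the testis libraries and 41 over the ovary libraries. Every testis library lay above every ovary library.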

*Ctnnb1* **(** *β-catenin*) is a central molecule in the *Wnt* signaling pathway [61]. 

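In ovary CTNNB1 (comp31921_c0) had 47.0 ± 1.5 CPM and in testis 65.7 ± 25.1 CPM (SD, n = 3 pools), a log2 fold change of 0.48 (SE 0.27, adjusted p = 0.149 from edgeR). The difference was smaller than the spread between the testis pools. By comparison, LEF1 (comp33686_c3), a transcription factor that binds beta-catenin, had 21.7 ± 12.5 CPM in testis and 1.08 ± 0.169 in ovary (log2 fold change 4.32, SE 0.47, adjusted p = 2.56e-04, and 3.68 without testis library b).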

*Ctnnb1* was highly expressed in both the ovaries and testes of the dark sleeper, but was not shown to be sex-biased. *Fst* is another important gene down streamed to the *Wnt* signaling pathway [62]. We detected some *Fst* genes in our study such as *Fstl1*, *Fstl3* and *Fstl5*, all of which showed male-biased expression. 

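FSTL3 (comp32556_c0), a binding protein of activin, had 178 ± 46.3 CPM in testis and 11.5 ± 3.47 in ovary (SD, n = 3 pools), a log2 fold change of 3.95 (SE 0.33, adjusted p = 1.06e-04 from edgeR). FSTL1 (comp24848_c0), a secreted glycoprotein, had 116 ± 18.7 CPM in testis and 24.0 ± 1.89 in ovary (log2 fold change 2.27, SE 0.19, adjusted p = 1.01e-04). Fstl5 (comp4391_c1) had too few counts to be tested, with 9, 21 and 11 counts in testis libraries a, b and c and none in ovary. This is at least 21.4-fold higher in testis against a floor of 3 counts over the group.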

Our results seem to verify the opinion that the female-specific function of the *Wnt* pathway is not a general pattern in fishes [63]. 

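Genes of the Wnt pathway were split between the sexes. In testis, the receptor gene FZD4 (comp35676_c0) had 71.0 ± 23.0 CPM against 2.67 ± 0.281 in ovary (SD, n = 3 pools, log2 fold change 4.73, SE 0.32, adjusted p = 4.97e-05 from edgeR), and the ligand gene wnt10a (comp34722_c0) had 31.2 ± 10.4 against 3.31 ± 0.176 CPM (log2 fold change 3.23, SE 0.31, adjusted p = 1.61e-04). In ovary, the ligand gene WNT11 (comp28403_c0) had 39.9 ± 11.5 CPM against 1.72 ± 0.556 in testis (log2 fold change -4.52, SE 0.37, adjusted p = 9.36e-05), and WNT9B (comp32156_c0) had 2025 counts against 2, a ratio of 646 (95% counting interval 178 to 5330) with both testis counts in library a and none in the others. Of 35 tested genes of the pathway 10 were higher in testis, 12 higher in ovary and 13 not called (camera adjusted p = 0.828); the median log2 fold change was 0.12, while camera's direction was ovary. With scaling by library size 7 were higher in testis and 15 in ovary. The paper writes that its results seem to go with an earlier opinion, that a female-specific function of the Wnt pathway is not general in fishes.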

Clearly, the function of the *Wnt* pathway in teleost fishes needs to be further studied. miR-17-5p plays an important role in ovarian function in mice [64]. In zebrafish, miR-17a may be involved in the follicle development and maturation of oocytes [65]. *Dmrt1* is one of the predicted target gene of miR-17a. *Dmrt* genes have been reported to have a conserved function related to testis development in vertebrates [1, 66]. 

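The transcription factor gene dmrt1 (comp30718_c0), of the DM domain family, had 248 ± 26.1 CPM in testis and 3.13 ± 1.81 in ovary (SD, n = 3 pools), a log2 fold change of 6.3 (SE 0.46, adjusted p = 6.49e-05 from edgeR). Its relative dmrt3a (comp21149_c0) was at a lower level, with 10.8 ± 2.74 CPM in testis and 0.196 ± 0.0341 in ovary (log2 fold change 5.76, SE 0.38, adjusted p = 4.80e-05). Of 13 listed genes of testis somatic cells and sex determination, 6 were higher in testis, 3 were lower and 4 were not called (camera adjusted p = 0.76, median 1.39). The claudin Cldn11 (comp26559_c0), of the junctions between Sertoli cells, had 2350 ± 422 CPM in testis (log2 fold change 4.51, SE 0.27, adjusted p = 3.72e-05), while the kinase gene TESK1 (comp28082_c0) was higher in ovary, at 286 ± 11.8 CPM (log2 fold change -5.09, SE 0.18, adjusted p = 1.25e-05). With scaling by library size 3 were higher in testis and 4 in ovary, and the study had picked 7 of the 13 for Table 2. The paired miR-17a-2-3p had a log2 fold change of -1.21 (SE 0.3, adjusted p = 0.0151), with adjusted p = 0.0522 without testis library c.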

We identified *Dmrt1* and *Dmrt3a* as male-biased genes in this study. Our results suggest that *Dmrt1* and *Dmrt3a* may both be important factors for testicular differentiation. It is worth noting that in our study, *Dmrt1* and *Foxl2* were both predicted to be the potential target genes of miR-17a. miR-17a in teleost fishes also warrants further study. miR-153 has been well studied in the context of human cancers, and it has been shown to be markedly down regulated in the cells that undergo EMT(epithelial-mesenchymal transition) [67]. Niu et al. [68] revealed that *TGF-β2* was negatively regulated by miR-153. 

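In these libraries the 3 TGF-beta genes differed in direction. TGFB2 (comp30516_c0) had 160 ± 34.8 CPM in testis and 0.686 ± 0.179 in ovary (SD, n = 3 pools), a log2 fold change of 7.86 (SE 0.33, adjusted p = 1.75e-05 from edgeR), and tgfb1 (comp23871_c0) had 23.9 ± 7.57 and 5.61 ± 0.757 CPM (log2 fold change 2.09, SE 0.29, adjusted p = 6.95e-04). TGFB3 (comp24977_c0) was higher in ovary, with 67.1 ± 12.0 CPM against 5.82 ± 1.96 in testis (log2 fold change -3.52, SE 0.3, adjusted p = 1.06e-04). Of 30 tested genes of the superfamily 13 were higher in testis, 8 lower and 9 not called (camera adjusted p = 0.828; median 0.15, while camera's direction was ovary). Of the bone morphogenetic protein genes, Bmp4 (comp29266_c0) was at 3.2 (SE 0.32, adjusted p = 1.91e-04) and Bmp7 (comp26456_c0) at -5.16 (SE 0.41, adjusted p = 8.91e-05). With scaling by library size 8 were higher in testis and 9 in ovary.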

The signals that come from the *TGF-β* superfamily of proteins, such as *TGF-β1*, *TGF-β2*, and *TGF-β3*, play a critical role in testis development and spermatogenesis [69]. Hence, miR-153 may have a role in sex determination and differentiation of fish species.

Several other genes related to sex determination and differentiation were also identified in this study. 

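Other genes of Table 2 also differed between the sexes. The transcription factor gene gata4 (comp23897_c0), expressed in gonadal somatic cells of vertebrates, had a log2 fold change of 1.42 (SE 0.27, adjusted p = 0.00279 from edgeR), which with scaling by library size was 0.93 and not called (adjusted p = 0.0619). NR0B1 (comp19368_c0), the nuclear receptor DAX1, was higher in testis at 2.2 (SE 0.41, adjusted p = 0.00236), and so were the growth factor Pdgfb (comp26607_c1, 1.62, SE 0.31, adjusted p = 0.00289) and its receptor pdgfrb (comp16819_c0, 1.9, SE 0.41, adjusted p = 0.0046), neither of which was called by limma on log2(RPKM + 1) (adjusted p = 0.0626 for pdgfrb, log2 fold change 0.63 for Pdgfb). Higher in ovary were sox3 (comp19872_c1, -6.45, SE 0.75, adjusted p = 3.30e-04, and -8.19 without testis library a), a SOX gene of the B group, and hsd17b12a (comp28954_c0, -7.15, SE 1.04, adjusted p = 8.58e-04, and -9.17 without testis library a), named for a steroid and fatty acid enzyme, with 554 ± 57.7 CPM in ovary (SD, n = 3 pools). Hsd17b7 (comp22996_c0), a keto-steroid reductase, was also higher in ovary (-1.38, SE 0.29, adjusted p = 0.00417).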

*Dnali1* is a type of axonemal dynein, a large motor protein complex which enables the movement of eukaryotic cilia and flagella. Research has shown that male infertility or lateralization defects can occur due to a disruption of axonemal dynein function [70]. *Dnali1* was found to be a male-biased gene in the olive flounder as well [71]. 

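In dark sleeper, DNALI1 (comp32900_c0) had 67.8 ± 29.1 CPM in testis and 0.655 ± 0.216 in ovary (SD, n = 3 pools), a log2 fold change of 6.69 (SE 0.48, adjusted p = 6.06e-05 from edgeR). Other genes of the axoneme, the motor of cilia and flagella, moved with it: the dynein heavy chain DNAH8 (comp36912_c0) had a log2 fold change of 10.77 (SE 1.58, adjusted p = 8.95e-04, and 8.55 without testis library a), and HYDIN (comp22194_c0), a protein of the central pair, had 292 counts in testis against 3, a ratio of 153 (95% counting interval 51.7 to 745). The gene meig1 (comp12079_c0), needed for spermatid shaping in mice, had 6.58 (SE 0.76, adjusted p = 3.19e-04). Of 42 listed genes of the axoneme and sperm, 34 were male-biased, 3 female-biased and 5 not called (camera adjusted p = 1.25e-05, median 3.44, and adjusted p = 0.725 with an estimated correlation). The 3 female-biased genes were DNAH9 (comp17723_c1, -3.71, SE 0.68, adjusted p = 0.00225), spef1 (comp27510_c0, -1.57) and ODF2 (comp34902_c0, -1.44, and -2.13 without testis library a and not called without testis library c, adjusted p = 0.0586), the last a centrosome protein outside sperm as well. In testis, 36 of the 42 genes were highest in library a, by a median log2 ratio of 0.9 over the mean of libraries b and c, which was noticed after the data were seen.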

*Tdrd7* has been shown to function during spermatogenesis [72] and is regarded as the marker of the testis. 

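The gene tdrd7b (comp36970_c0), of the Tudor domain proteins of germ granules, had 24.3 ± 13.4 CPM in testis and 2.72 ± 0.79 in ovary (SD, n = 3 pools), a log2 fold change of 3.16 (SE 0.46, adjusted p = 8.92e-04 from edgeR). Genes of meiosis went both ways. Sycp2 (comp33497_c0), of the synaptonemal complex, was male-biased (log2 fold change 5.51, SE 0.78, adjusted p = 7.73e-04), and so was STAG3 (comp36858_c1, 4.87, SE 0.85, adjusted p = 0.00188, and 3.47 without testis library a), whereas trip13 (comp22919_c1), a checkpoint ATPase, was female-biased (-3.32, SE 0.85, adjusted p = 0.0102, and -5.18 without testis library a). Of 23 meiosis genes 7 were male-biased, 5 female-biased and 11 not called (camera adjusted p = 0.828). In 22 of the 23 the highest testis value was that of library a, by a median log2 ratio of 2.38 over the mean of libraries b and c, and without library a 6 were male-biased and 14 female-biased.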

In this study, we found *Tdrd7* to be a male-biased gene showing a similar expression pattern with the Asian seabass [73]. *Piwi* proteins have been shown to act as functional partners with *Tdrds*, working together to regulate spermiogenesis [74]. *Piwil* was reported to be a male-biased gene in the yellow catfish [75], in contrast to the findings of our study. 

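Piwil1 (comp35903_c2), an Argonaute protein that binds piRNAs in germ cells, had 25.8 ± 0.166 CPM in ovary and 7.34 ± 1.62 in testis (SD, n = 3 pools), a log2 fold change of -1.81 (SE 0.24, adjusted p = 5.42e-04 from edgeR). Also female-biased were MOV10L1 (comp31840_c0), a helicase of piRNA production (-5.18, SE 0.9, adjusted p = 0.00179, and -7.04 without testis library a), and henmt1 (comp29149_c0), which methylates piRNA ends (-2.85, SE 0.44, adjusted p = 0.00111, and -3.56 without testis library a). Male-biased genes were Boll (comp25889_c0), a translation factor of spermatocytes, with 415 counts in testis against 1, a ratio of 651 (95% counting interval 116 to 25800) that rests on testis library a (361 counts, against 13 and 41 in b and c, with a fitted log2 fold change of 8.49, 6.63 without testis library a and 10.07 without ovary library a), and nanos1 (comp173865_c0, 2.96, SE 0.56, adjusted p = 0.00256). Of 17 genes of the piRNA pathway and germ plasm, 4 were male-biased, 6 female-biased and 7 not called (camera adjusted p = 0.604). Testis library a was the highest testis library in 16 of the 17, by a median log2 ratio of 2.58 over the mean of the others. Without it 4 were male-biased and 12 female-biased, and the list was called (camera adjusted p = 7.11e-04, median -2.33). That call is at the preset correlation. An estimated correlation was run with all libraries alone, where camera gave adjusted p = 0.945.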

There is evidence that *Piwi* might be involved in mammalian oocytes and early embryos [76]. However, further investigation is needed to gain a better understanding of the functions of *Piwil*. Finally, *Zp* genes, found on the extracellular matrix of oocytes, function as receptors for the binding of sperm in mammals [77, 78]. 

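The egg envelope genes were far higher in ovary than in testis. Zp1 (comp21914_c0) had 1390 ± 186 CPM in ovary and 1.37 ± 1.27 in testis (SD, n = 3 pools), a log2 fold change of -9.93 (SE 0.92, adjusted p = 1.48e-04 from edgeR, and -10.94 without testis library a). ZP2 (comp29518_c0) had 146 ± 15.0 CPM in ovary and 0.548 ± 0.263 in testis (log2 fold change -8.09, SE 0.42, adjusted p = 2.86e-05). The ZP3 gene of Table 2 (comp31397_c0) had 49845 counts in ovary and none in testis, at least 10600-fold higher in ovary against a floor of 3 counts over the group (adjusted p = 2.34e-05). Another assembled gene named ZP3 (comp31292_c0) had 567 ± 68.1 CPM in ovary and 0.106 ± 0.0413 in testis (log2 fold change -12.26, SE 0.35, adjusted p = 9.27e-06). Every ovary library lay above every testis library for each of these genes.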

In our study, Zona pellucida proteins *Zp1*, *Zp2*, and *Zp3* were identified as female-biased genes.

## Conclusion

The present study describes the first integrated analysis of mRNA and miRNA found in gonad tissue of dark sleeper. There were 27,583 negative miRNA-mRNA interactions with the involvement of 143 DE miRNAs and 16,540 DE mRNAs in total. A significant number of common mRNAs and miRNAs involved in sex determination and differentiation were obtained by comparing the mRNA and miRNA expression profiles in the gonad tissue of the dark sleeper. It is a good case for analyzing mRNA and miRNA co-expression in order to uncover the sex differences between males and females of non-model fish species by using NGST.

## Additional files

Additional file 1: Table S1. RT-qPCR primers for mRNAs.

Additional file 2: Table S2. RT-qPCR primers for miRNAs.

Additional file 3: Table S3. Summary of sequence data generated for dark sleeper transcriptome, and quality filtering.

Additional file 4: Table S4. Assembly statistics of reads.

Additional file 5: Figure S1. Distribution of assembled genes and transcript length.

Additional file 6: Table S5. Blast analysis of non-redundant unigenes against public databases.

Additional file 7: Figure S2. Differentially expressed genes in the two sexes for gonads of dark sleeper.

Additional file 8: Table S6. Overview of reads for sRNA-seq from raw data to high quality reads, and quality filtering.

Additional file 9: Figure S3. Length distribution of small RNA in six miRNA libraries.

Additional file 10: Table S7. List of miRNA member in each family in dark sleeper.

Additional file 11: Table S8. List of know-miRNA and novel-miRNA of dark sleeper.

Additional file 12: Table S9. List of differentially expressed miRNAs of dark sleeper in testis and ovary.

Additional file 13: Table S10. All SNP detected in gonad tissue of dark sleeper.

Additional file 14: Table S11. Information for validated SNPs.

Additional file 15: Figure S4. Histological section analysis of testis and ovary structure in dark sleeper with hematoxylin and eosin staining.

## Abbreviations

*Cyp19a*: Cytochrome P450, family 19, subfamily A
*Dmrt1*: Doublesex and mab-3-related transcription factor 1
*Dmrt3a*: Doublesex and mab-3-related transcription factor 3a
*Dnali1*: Dynein axonemal light intermediate chain 1
*ESR2*: Estrogen receptor 2
*Fem-1*: Feminization-1
*Fgf16*: Fibroblast growth factor 16
*Fgf20*: Fibroblast growth factor 20
*Foxl2*: Forkhead box protein L2
*Fst*: Follistatin-like protein
RPKM: Reads per kilobase per million
*Rspo*: R-spondin
*Tdrd7*: Tudor domain-containing protein 7
TGF-β: Transforming growth factor beta
*Zp*: Zona pellucida proteins

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 1 — RT-qPCR primers for mRNAs.

**Table S1** RT-qPCR primers for mRNAs

| **Genes name** | **Forward primer (5′-3′)** | **Reverse primer (5′-3′)** |
| --- | --- | --- |
| *Wt1-b* | CCCTCCCAAAACACTCTG | TACTCACAAACCCGCTCTT |
| *Dmrt1* | ACAAAACAACAACCACACATT | GACATTAGAAAGCCCAACAC |
| *Dmrt3a* | TCTTCCCAGCACACAAAC | CACCTCAATGGCACCTAC |
| *Gata4* | TATCTGTGTAATGCCTGTGG | AGTGTAGTGGTGGTAGTGTGG |
| *Gata2* | CCGAATGAAGGGTGAATAGGC | CAACCGAAAGATGTCGAGCAA |
| *Ar* | CTGTGTCCGTGTCTCTGG | GTCCTCTGTTTGGTTGATGT |
| *Rspo1* | TAAGCGAAACCCTCACAC | AAACCGTCCTCCACAAAG |
| *Ctnnb1* | CTGATTTGATGGAGTTGGAC | AAGGTGCTGTGGTGGTAA |
| *Foxl2* | CTTCCTTGTTCATCTTGTGG | TTTGGCTGTGTTGGTGTC |
| *Foxo3* | TTTACTCCACTCCCAGCA | TTATCACCAAGCCCATCA |
| *Wnt10a* | TATGTAAAGGAAAGAAGGAAGG | AGATGAAGCAACGGAGTG |
| *Cyp19a1* | GCCTTCATCATTACCATAGCG | GGCGAACTTTGACAAAACTGT |
| *Sox9* | AGCAGACAACCACCTCATT | AGTCCAGTCGTAGCCCTT |
| *Sox3* | CGTGAAGAGGCTGTGTATTT | GGGACAACAAAAGAGGAGA |
| *Sox8* | CCCTCACAGTCCTTCCTC | CCAAGCCTATCAGTCAAATC |
| *Esr2* | CCTCCTCAACTCCAACCT | ATCACAGCGTCCAACAAA |
| *Nr3c1* | GGACGGATGACCTAACTG | CTGACTCTCTGCCCACTC |
| *Nr1d2* | GACAACCAGCCAACATTC | AGCACTCAACCCCAGATAC |
| *Nr0b1* | AACTCCTCATTGCCCTGT | CGTGAATCTCCTACTTTCCA |
| *Fgf20* | AAAACAAGTGGATAGAGCGT | TAAAGACAGAGCGGCAGA |
| *Fgf16* | GGAACAAAACCACTAAAATGA | TCGCACACAACACCTACA |
| *Fstl1* | CTCAACAAGCATCAGGAAA | CCCAAAGTCGGTCAAGTC |
| *Fstl3* | GCTCTAAGGTGGTGTGTCC | CTGGGGTAAGTGATGTTGTC |
| *Fstl5* | GGACCTGCTATTTGCTGA | GAGAGATTCGGTTGATGGT |
| *Zp1* | TAATCAATCACACGCCAA | GCAACAGCAAACAGACACT |
| *ZP2* | TCAATAGTCCAGCCATCC | CATCCGTCATAAAGCAGAGT |
| *ZP3* | TCATACTTACCCACACCATACT | TCTCACTACCTCCAAACCC |
| *Fem1a* | TTGGTTTATGCTGCGTTT | CTTTGCTTGGTGATGTGTC |
| *Fem1c* | CTGCCTTCTCCTTGATACTG | ATGCTGTGCCGTTGTTAG |
| *Piwil1* | GTTTGCGTCATTTGCTTT | CCAGTTTTAGTCGGGTTGT |
| *Tdrd7b* | TGTCCGTCACCCTAAACT | GCTACCACCAATAAACAGGA |
| *Hsd17b1* | TGCGTTCAGATACTTCACC | GGATGCTGTTCTTCGTCTT |
| *Hsd16b3* | CGGGGATAAAACATACGG | AGAAGAGAAGCGAGTGAGG |
| *Hsd17b7* | TATCCTGCCCTCCTTCTT | TTATTCCAAAGCCTGATGTT |
| *Hsd17b12a* | GCATTCTACTCGTTTTATTTTG | TTTTACATTTTCACTTTCACTCC |
| *Pdgfrb* | TACATCATTCCCATCCCA | TCTCACTGCTCTCCTCCA |
| *Pdgfb* | GACCCCAAACAGCAATAA | TCACTACCTTCTCCCAACC |
| *Scp2* | GAGGCTGTCTGGTTTGTG | GTCTGTGGGTTCATTTTCC |
| *Dazl* | CCCACACTTCATCTTCCC | TCCCGTATTTCATTTTCATC |
| *Dnali1* | AAGGCACAATAGCATAACATAA | AGACCGAAAGAACCCAAC |
| *Tgfb1* | AGAGATTTAGGATGGAAGTGG | CTGGGTTGTGGTGTTTGT |
| *Tgfb2* | AGAAGCAGTGAGTGAGTGG | TGGGAATGATGTAGTTGTTG |
| *Tgfb3* | GTTTATTTTGTCCCTTCATCC | CAGTTGGTTTGCTTCGTC |
| *β-actin* | CTCTTCCAGCCATCCTTCCT | TCAGGTGGGGCAATGATCTT |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 2 — RT-qPCR primers for miRNAs.

**Table S2** RT-qPCR primers for miRNAs

| **Name** | **Primer (5′-3′)** |
| --- | --- |
|  |  |
| dre-miR-221-5p RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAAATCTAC |
| dre-miR-221-5p F | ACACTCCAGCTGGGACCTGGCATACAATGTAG |
| miR-221-5p | TGTCGTGGAGTCGGCAATTC |
| aca-miR-138-5p RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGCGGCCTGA |
| aca-miR-138-5p F | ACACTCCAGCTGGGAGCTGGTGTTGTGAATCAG |
| miR-138-5p | TGTCGTGGAGTCGGCAATTC |
| cfa-miR-153 RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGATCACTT |
| cfa-miR-153 F | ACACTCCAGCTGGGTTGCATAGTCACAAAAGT |
| miR-153 | TGTCGTGGAGTCGGCAATTC |
| dre-miR-145-3p RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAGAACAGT |
| dre-miR-145-3p F | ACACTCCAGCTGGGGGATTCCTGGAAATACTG |
| miR-145-3p | TGTCGTGGAGTCGGCAATTC |
| xtr-miR-145 RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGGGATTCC |
| xtr-miR-145 F | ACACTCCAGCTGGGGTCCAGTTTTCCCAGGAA |
| miR-145 | TGTCGTGGAGTCGGCAATTC |
| fru-miR-222 RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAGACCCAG |
| fru-miR-222 F | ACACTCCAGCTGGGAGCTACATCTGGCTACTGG |
| miR-222 | TGTCGTGGAGTCGGCAATTC |
| ola-miR-139 RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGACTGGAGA |
| ola-miR-139 F | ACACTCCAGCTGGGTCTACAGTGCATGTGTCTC |
| miR-139 | TGTCGTGGAGTCGGCAATTC |
| dre-miR-143 RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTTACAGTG |
| dre-miR-143 F | ACACTCCAGCTGGGTGAGATGAAGCACT |
| miR-143 | TGTCGTGGAGTCGGCAATTC |
| dre-miR-17a-2-3p RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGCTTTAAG |
| dre-miR-17a-2-3p F | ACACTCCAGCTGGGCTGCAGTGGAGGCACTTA |
| miR-17a | TGTCGTGGAGTCGGCAATTC |
| dre-miR-222a-5p RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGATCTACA |
| dre-miR-222a-5p F | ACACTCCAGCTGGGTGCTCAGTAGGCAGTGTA |
| miR-222a | TGTCGTGGAGTCGGCAATTC |
| dre-miR-133a-5p RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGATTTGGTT |
| dre-miR-133a-5p F | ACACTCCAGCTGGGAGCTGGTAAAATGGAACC |
| miR-133a | TGTCGTGGAGTCGGCAATTC |
| u6-RT | AACGCTTCACGAATTTGCGT |
| u6-F | CTCGCTTCGGCAGCACA |
| u6-R | AACGCTTCACGAATTTGCGT |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 3 — Summary of sequence data generated for dark sleeper transcriptome, and quality filtering.

**Table S3** Summary of sequence data generated for dark sleeper transcriptome, and quality filtering

| Sample | Raw Data | Valid Data | Valid% | Q20% | Q30% | GC% |
| --- | --- | --- | --- | --- | --- | --- |
| OT a | 55228574 | 52751768 | 95.52 | 93.16 | 86.88 | 47.47 |
| OT b | 45088670 | 43554254 | 96.6 | 93.58 | 87.49 | 47.9 |
| OT c | 41685382 | 39713188 | 95.27 | 93.21 | 87.11 | 47.56 |
| OO a | 52848930 | 51538466 | 97.52 | 92.45 | 86.56 | 48.33 |
| OO b | 52597122 | 51356850 | 97.64 | 93.11 | 87.4 | 48.18 |
| OO c | 49381582 | 48215604 | 97.64 | 93.14 | 87.43 | 48.26 |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 4 — Assembly statistics of reads.

**Table S4** Assembly statistics of reads

|  | All | Min Length | Mean Length | Max Length | Total Assembled bases | N50 |
| --- | --- | --- | --- | --- | --- | --- |
| gene | 43494 | 201 | 1235 | 17804 | 53727334 | 2274 |
| transcript | 81051 | 201 | 1599 | 17804 | 129656707 | 2721 |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 6 — Blast analysis of non-redundant unigenes against public databases.

**Table S5** Blast analysis of non-redundant unigenes against public databases

| gene_number | swiss-prot | nr | Pfam | KEGG | KOG | GO |
| --- | --- | --- | --- | --- | --- | --- |
| 43494 | 19518 | 24291 | 19364 | 13859 | 18624 | 17358 |
| 100% | 44.88% | 55.58% | 44.52% | 31.95% | 42.82% | 39.91% |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9

**Fig. S2** Differentially expressed genes in the two sexes for gonad in dark sleeper. Red represents up-regulated in testis, green represents up-regulated in ovary.

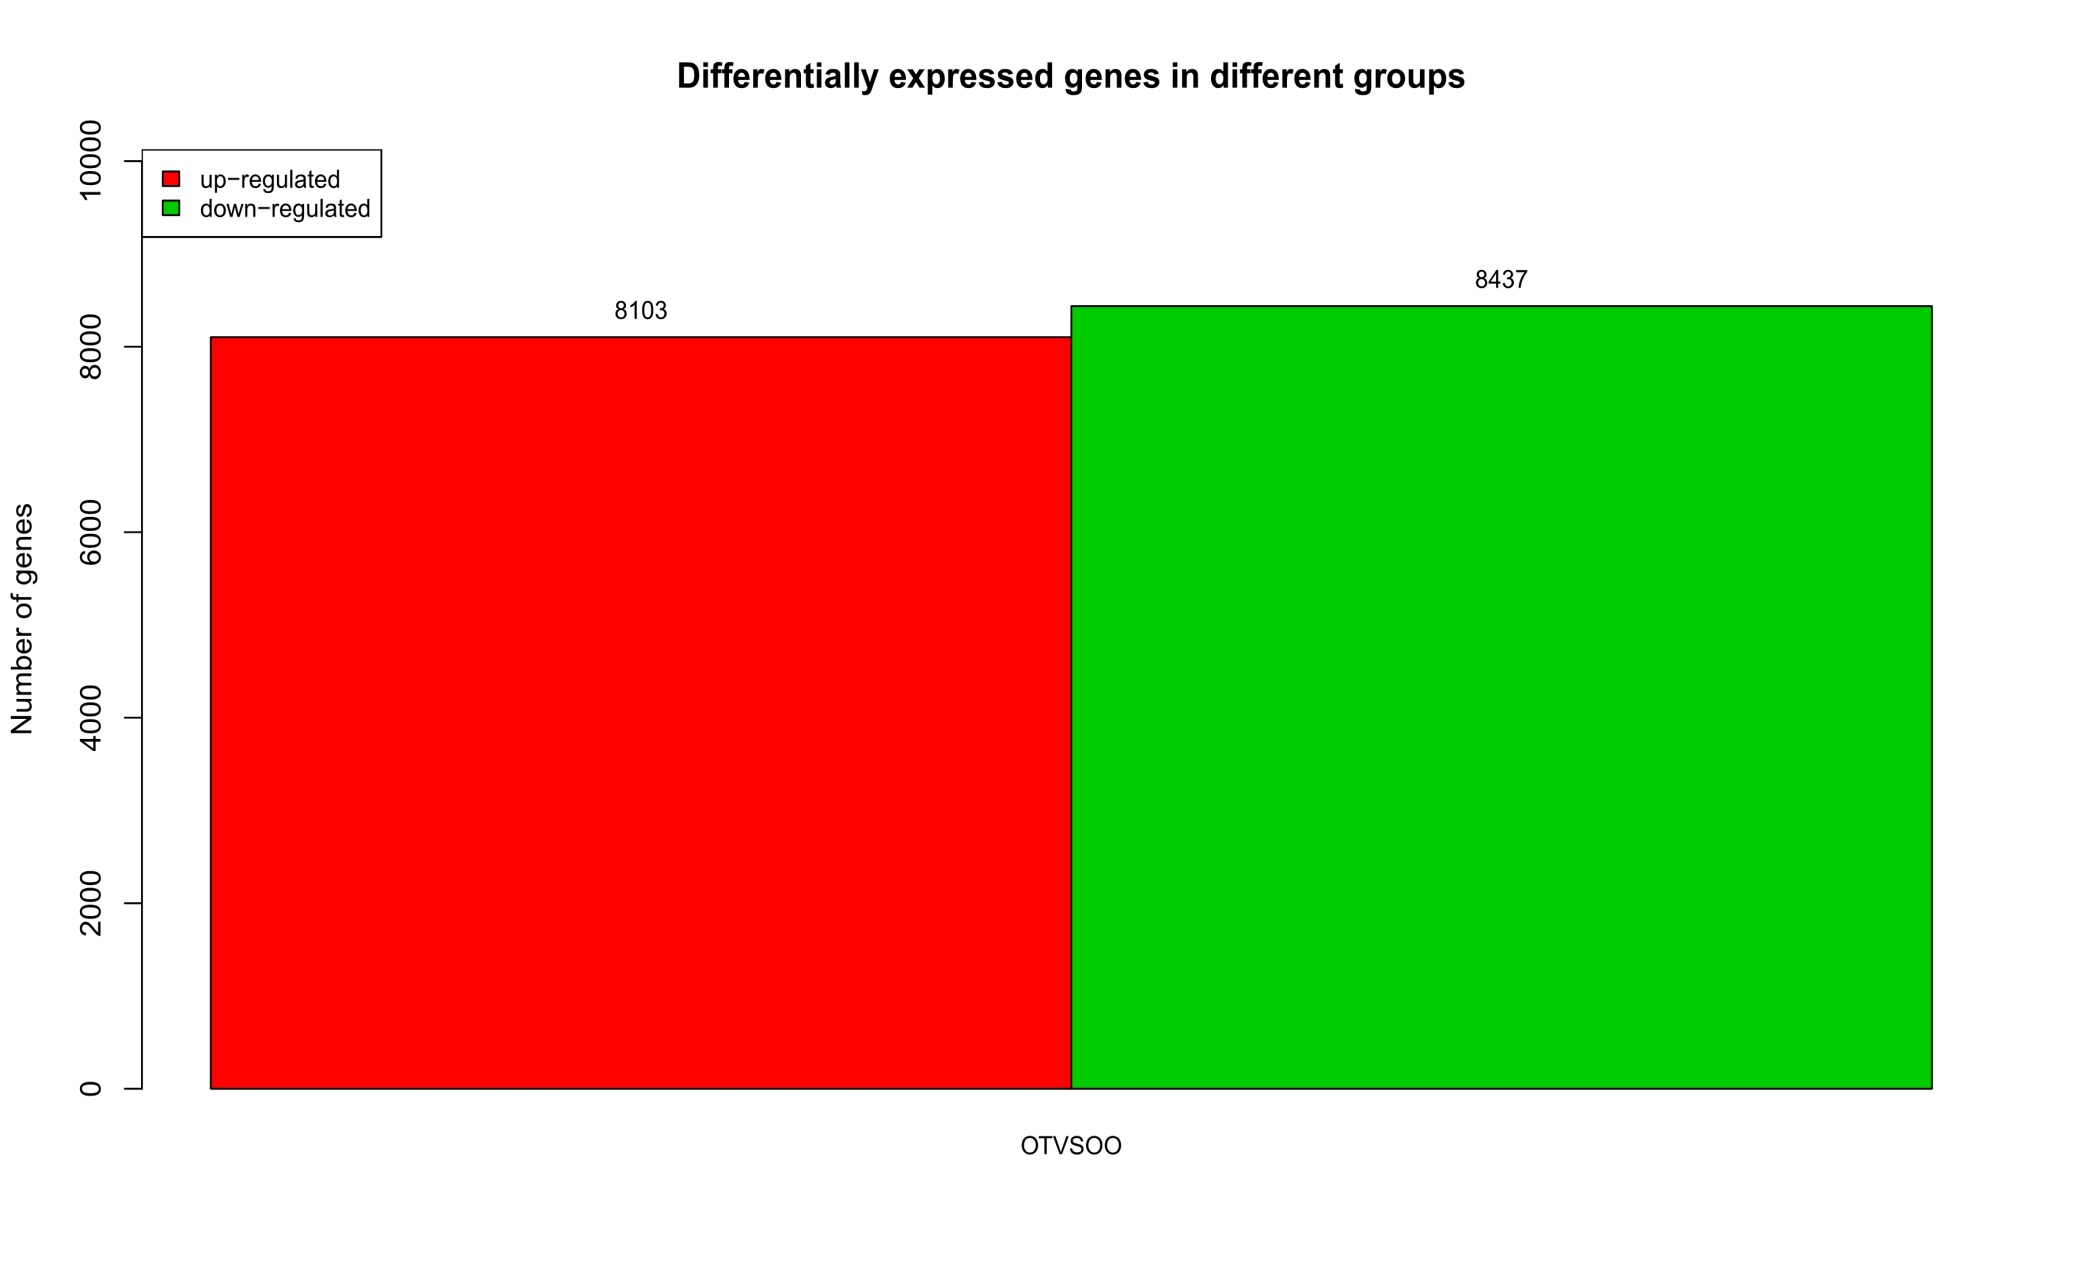

**Supplement:** Supplementary file 7 — Differentially expressed genes in the two sexes for gonads of dark sleeper.

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 8 — Overview of reads for sRNA-seq from raw data to high quality reads, and quality filtering.

**Table S6** Overview of reads for sRNA-seq from raw data to high quality reads, and quality filtering

|  |  | **OT_a** |  |  |  | **OT_b** |  |  |  | **OT_c** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **lib** | type | Total | % of Total | uniq | % of uniq | Total | % of Total | uniq | % of uniq | Total | % of Total | uniq | % of uniq |
| **Raw reads** | NA | 15,346,363 | 100.00 | 3,821,690 | 100 | 16,855,166 | 100.00 | 1,195,364 | 100.00 | 15,802,160 | 100.00 | 1,168,549 | 100.00 |
| **3ADT&length filter** | Sequence type | 6,190,833 | 40.34 | 1,525,026 | 39.9 | 8,550,721 | 50.73 | 700,655 | 58.61 | 6,861,156 | 43.42 | 617,636 | 52.85 |
| **Junk reads** | Sequence type | 45,466 | 0.30 | 27,800 | 0.73 | 16,666 | 0.10 | 7,110 | 0.59 | 29,809 | 0.19 | 14,162 | 1.21 |
| **Rfam** | RNA class | 312,065 | 2.03 | 38,287 | 1 | 241,605 | 1.43 | 30,347 | 2.54 | 205,203 | 1.30 | 30,504 | 2.61 |
| **Repeats** | RNA class | 30,694 | 0.20 | 4,554 | 0.12 | 26,550 | 0.16 | 2,949 | 0.25 | 29,785 | 0.19 | 3,654 | 0.31 |
| **valid reads** | Sequence type | 8,784,094 | 57.24 | 2,228,318 | 58.31 | 8,031,687 | 47.65 | 455,998 | 38.15 | 8,696,222 | 55.03 | 504,792 | 43.20 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| **rRNA** | RNA class | 218,429 | 1.42 | 17,156 | 0.11 | 175,101 | 1.04 | 15,272 | 0.09 | 135,774 | 0.86 | 14,584 | 0.09 |
| **tRNA** | RNA class | 43,488 | 0.28 | 7,764 | 0.05 | 27,185 | 0.16 | 5,766 | 0.03 | 38,869 | 0.25 | 6,502 | 0.04 |
| **snoRNA** | RNA class | 5,895 | 0.04 | 2,468 | 0.02 | 4,691 | 0.03 | 1,658 | 0.01 | 3,970 | 0.03 | 1,582 | 0.01 |
| **snRNA** | RNA class | 15,927 | 0.10 | 4,447 | 0.03 | 8,935 | 0.05 | 2,904 | 0.02 | 7,471 | 0.05 | 3,163 | 0.02 |
| **other Rfam RNA** | RNA class | 28,326 | 0.18 | 6,452 | 0.04 | 25,693 | 0.15 | 4,747 | 0.03 | 19,119 | 0.12 | 4,673 | 0.03 |

|  |  | **OO_a** |  |  |  | **OO_b** |  |  |  | **OO_c** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **lib** | type | Total | % of Total | uniq | % of uniq | Total | % of Total | uniq | % of uniq | Total | % of Total | uniq | % of uniq |
| **Raw reads** | NA | 10,741,096 | 100.00 | 1,766,844 | 100.00 | 9,864,856 | 100.00 | 1,275,917 | 100.00 | 12,639,427 | 100.00 | 1,734,912 | 100.00 |
| **3ADT&length filter** | Sequence type | 5,858,719 | 54.54 | 849,350 | 48.07 | 5,263,020 | 53.35 | 652,433 | 51.13 | 5,978,172 | 47.30 | 844,136 | 48.66 |
| **Junk reads** | Sequence type | 16,544 | 0.15 | 8,013 | 0.45 | 14,794 | 0.15 | 6,010 | 0.47 | 18,943 | 0.15 | 8,581 | 0.49 |
| **Rfam** | RNA class | 800,873 | 7.46 | 33,798 | 1.91 | 443,675 | 4.50 | 29,936 | 2.35 | 695,575 | 5.50 | 39,540 | 2.28 |
| **Repeats** | RNA class | 24,571 | 0.23 | 2,833 | 0.16 | 23,559 | 0.24 | 2,607 | 0.20 | 24,664 | 0.20 | 2,772 | 0.16 |
| **valid reads** | Sequence type | 4,050,730 | 37.71 | 874,137 | 49.47 | 4,128,477 | 41.85 | 586,068 | 45.93 | 5,932,435 | 46.94 | 841,143 | 48.48 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| **rRNA** | RNA class | 742,726 | 6.91 | 19,290 | 0.18 | 394,013 | 3.99 | 17,252 | 0.17 | 628,439 | 4.97 | 24,092 | 0.19 |
| **tRNA** | RNA class | 19,974 | 0.19 | 5,649 | 0.05 | 17,176 | 0.17 | 4,829 | 0.05 | 19,745 | 0.16 | 5,746 | 0.05 |
| **snoRNA** | RNA class | 4,990 | 0.05 | 1,519 | 0.01 | 4,615 | 0.05 | 1,433 | 0.01 | 5,826 | 0.05 | 1,666 | 0.01 |
| **snRNA** | RNA class | 4,862 | 0.05 | 2,120 | 0.02 | 4,111 | 0.04 | 1,780 | 0.02 | 5,612 | 0.04 | 2,223 | 0.02 |
| **other Rfam RNA** | RNA class | 28,321 | 0.26 | 5,220 | 0.05 | 23,760 | 0.24 | 4,642 | 0.05 | 35,953 | 0.28 | 5,813 | 0.05 |

| Overview of reads from raw data to cleaned sequences. |
| --- |
| 3ADT&length filter: reads removed due to 3ADT not found and length with <18 nt and >25 nt were removed(for plants); length with<18 and >26 were remove(for animals) |
| Junk reads:Junk: >=2N, >=7A, >=8C, >=6G, >=7T, >=10Dimer, >=6Trimer, or >=5Tetramer |
| Rfam:Collection of many common non-coding RNA families except micro RNA; http://rfam.janelia.org |
| Repeats:Prototypic sequences representing repetitive DNA from different eukaryotic species; http://www.girinst.org/repbase. |
| Notes:valid reads may not be equal to raw reads - 3ADT&length filter - Junk reads ¨C mRNA ¨C Rfam - Repeats, because there are overlapped sequences between mRNA£¬Rfam and Repeats, details please refer to _comp_others.txt in fold 2_MappedData. |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 10 — List of miRNA member in each family in dark sleeper.

**Table S7** List of miRNA member in each family in dark sleeper

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 11 — List of know-miRNA and novel-miRNA of dark sleeper.

**Table S8** List of know-miRNA and novel-miRNA of dark sleeper

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 12 — List of differentially expressed miRNAs of dark sleeper in testis and ovary.

**TableS9** List of differentially expressed miRNAs of dark sleeper in testis and ovary

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 13 — All SNP detected in gonad tissue of dark sleeper.

**Table S10** All SNP detected in gonad tissue of dark sleeper

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 14 — Information for validated SNPs.

**Table S11** Information for validated SNPs

| Transcript | SNP Position | SNP Type | **Forward primer (5′-3′)** | **Reverse primer (5′-3′)** |
| --- | --- | --- | --- | --- |
| comp18705_c0_seq2 | 548 | A->G | AGCTACAGACAACTTCCCACTT | CCCTATTCAAATTCTCCCAAA |
| comp36524_c0_seq1 | 576 | C->T | AAAGCCAAGATGAAGAACAAG | CTATGAGCAAAGAAAATGAAAAC |
| comp34847_c0_seq2 | 2665 | C->T | TCACAAGTAGCCCTGTAATCCA | AGTCCTCGACAACCAGCACAT |
| comp24389_c0_seq1 | 1828 | A->T | ACCGCATTGGCCTGACATT | AAGACTGGTTGAAGTAGTGGAGC |
| comp33772_c0_seq8 | 649 | G->A | CAGGATCAGTGACCTAACGAG | GGATGGTGCTTTACCTACTGC |
| comp34147_c0_seq1 | 825 | A->T | CGCTGGCAGGACATCTCTAT | GGGTTTGTGCAGGAAGAAGT |
| comp36615_c0_seq5 | 340 | A->T | CCAACCCAATATGCAGATGA | TGGTCCTGACAGACATTGCT |
| comp13782_c0_seq1 | 323 | A->C | GATGCAGGTCCTGGAGGATA | TCCTTGCCAAGCTCTTTCAC |
| comp35100_c0_seq4 | 508 | A->G | CCAACAGCTGTCGAGGAAAC | TGCAAAACATTTGGATGAGG |
| comp14863_c0_seq1 | 552 | C->A | CAGTACAGGCGATCCACCTT | CCTGCATGTCTGCATCATCT |
| comp36959_c0_seq2 | 516 | G->A | CGCGAGTCAATTGGAGAAAT | AGCAGACTCTGGCTCCAAAA |
| comp17613_c0_seq1 | 370 | T->G | ACGCTATGAACATGCAGCAG | CAAACCCCCTCTCCTTTCTC |
| comp15280_c0_seq1 | 314 | A->C | CAGCAGCGTCCTACAATTCA | GGCCTAGAGAAGGGGTCATT |
| comp35445_c0_seq1 | 1405 | G->T | GGCAGACATCCAAAGACCAC | CGATCCAAGTGTGAACCTCA |
| comp16366_c0_seq1 | 380 | G->A | ACCCCTAAACGGGACTAAGC | ACCCTTTGAGAGCCACCTTT |
| comp36139_c0_seq5 | 709 | T->G | TTCCCAATTGCTTGAAGGTC | TTCGACCCACGAATTAGTCC |
| comp16666_c0_seq1 | 437 | T->G | CTTGATGCTGCTGATGCAAT | GCATTCCGATGTGTTTCCTT |
| comp17031_c0_seq1 | 531 | T->A | TGGTCAAGTGTCCACCGTTA | ATTCTCCGCTAGGCAACAAA |

# Supplementary material for: Integrated analysis of mRNA-seq and miRNA-seq reveals the potential roles of sex-biased miRNA-mRNA pairs in gonad tissue of dark sleeper (Odontobutis potamophila)
**Source:** BMC Genomics. 2017 Aug 14;18:613. doi: 10.1186/s12864-017-3995-9
**Supplement:** Supplementary file 15 — Histological section analysis of testis and ovary structure in dark sleeper with hematoxylin and eosin staining.

**Fig. S4** Histological section analysis of testis and ovary structure in dark sleeper with hematoxylin and eosin staining

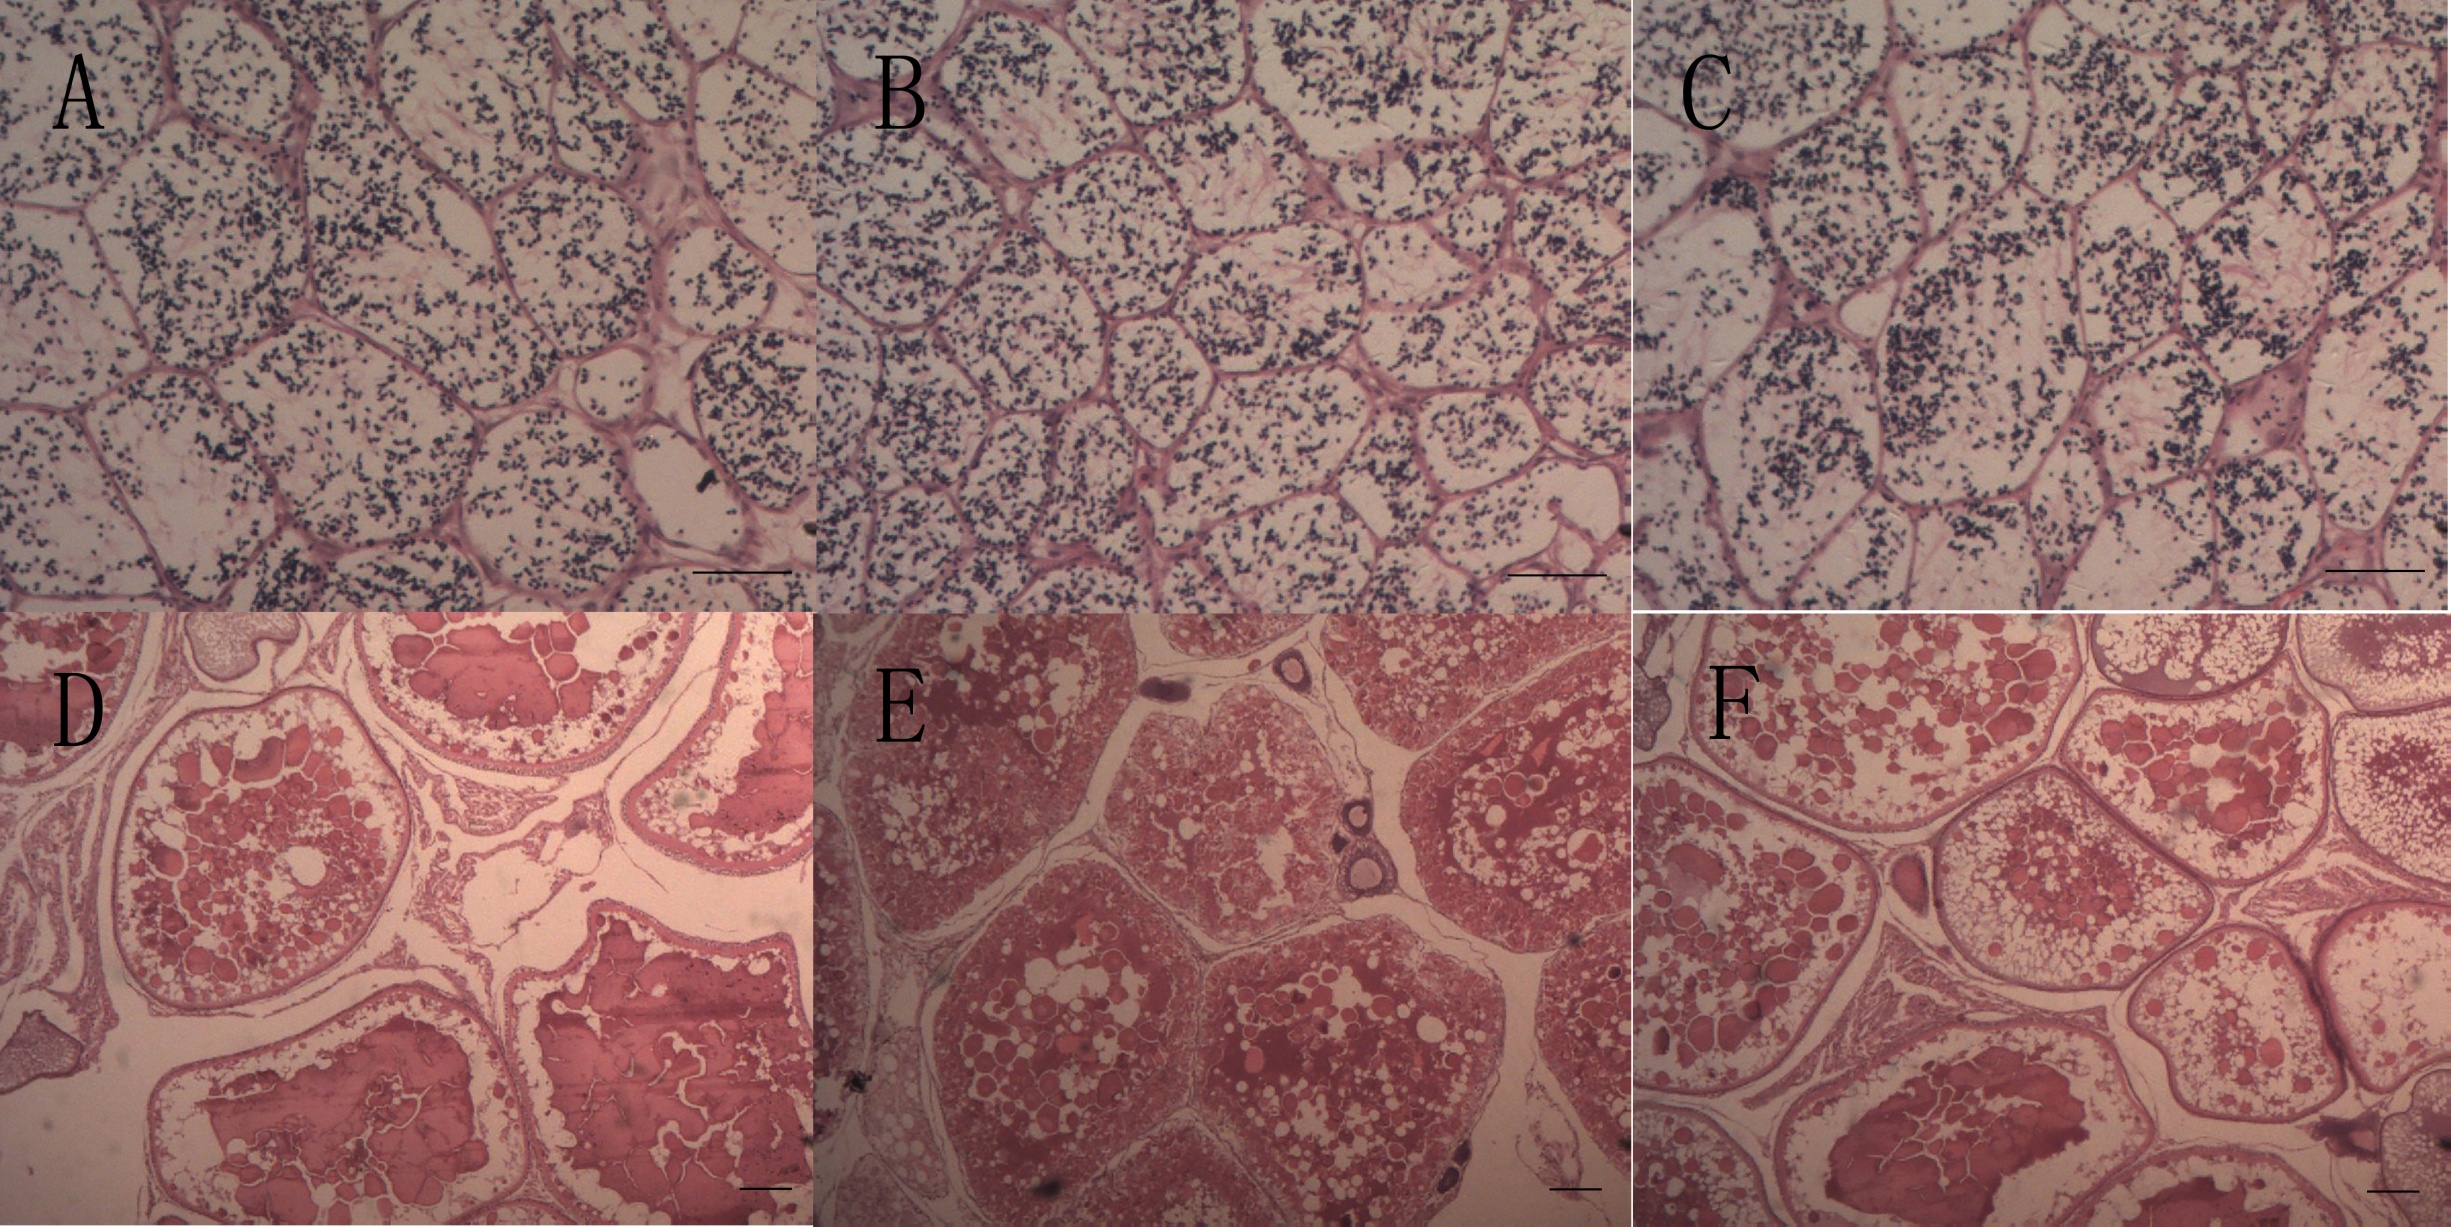

Histological features of the testis and ovary. Both gonads are in relatively late development stage (IV stage) and contain mostly spermatid and oocytes. A, B and C-testis, D E and F-ovary. Scale bars: 100 μm (A B C), 50 μm (D E F). A, B, C were from OTa, OTb, OTc; D, E, F were from OOa, OOb, OOc respectively.

How the deposited data were processed for this re-analysis (not part of the article)

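Gonads of 1-year-old dark sleepers were measured by mRNA-seq and miRNA-seq in 3 pools of testes and 3 pools of ovaries, each of 3 fish, giving 6 libraries per assay. The replicate unit is the pool. For the mRNA table, the authors assembled the reads with Trinity, aligned them with Bowtie and made expected counts per assembled gene with RSEM 1.2.3. The authors also deposited RPKM values, which divide the counts by the length of the gene and the depth of the library. The deposited log2 fold changes and p-values (FDR) of the mRNA comparison were made by the authors with DESeq, and 3415 of these log2 values are infinite because a sex had no counts. For the miRNA table, the authors estimated counts per mature sequence with ACGT101-miR, against miRBase and the assembled transcripts. The authors also deposited normalized values, a signal that is the count divided by 1 factor per library, and how the factor was set is not stated with the table.

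The mRNA table holds 43494 assembled genes, of which 19065 have a symbol (12017 distinct), 17358 a GO term and 7996 a KEGG pathway. The miRNA table holds 790 entries, which are 660 distinct sequences, and each sequence was used once. Expected counts and miRNA counts were rounded to whole numbers. Genes and sequences with low counts were left out with filterByExpr, libraries were scaled by TMM, and testis was compared with ovary by the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. This tested 29904 genes and 256 sequences. P-values were adjusted by Benjamini and Hochberg's method within each assay. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, and sequences at an adjusted p under 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. Where a sex had no counts, the fold is given as a lower bound with a floor of 3 counts over the group, and with 1 to 3 counts as a ratio of counts with an exact 95% interval. These intervals treat counts as independent and leave out the spread between pools.

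The TMM factors of the mRNA libraries were 0.9842, 0.6492 and 0.8639 in testis libraries a, b and c and 1.1876, 1.2459 and 1.2245 in ovary libraries a, b and c. With 3 pools against 3, an exact permutation test of a single gene cannot give a p under 0.1, so single genes were tested with edgeR, which shares the spread between genes. Tested on simulated data, edgeR recovered 33% of 100 genes changed by a log2 fold of 2 among 29904 and none of 100 changed by a log2 fold of 1. A gene counted as recovered at an adjusted p under 0.05 with the right sign, without a threshold on the fold change. All other simulated genes were unchanged, whereas 18767 genes were called in the real data. Adjustment over mostly unchanged genes is stricter, so these shares do not give the power of the real comparison. Of 50 sequences among 256 it recovered 86% at a log2 fold of 2 and 46% at 1.

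Gene lists (17, of which 5 are markers of other cell types) and miRNA lists (16) were written before the data were examined. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry (limma 3.58.1), each adjusted over the 17 lists. Symbols were matched without regard to case or a trailing copy letter, and the assembled gene with the highest mean RPKM stood for each symbol. GO terms and KEGG pathways with at least 10 tested genes were compared by Fisher's exact test, two-sided, against the tested genes with any annotation of that kind. Correlations with the paper's qRT-PCR values used 100000 permutations. Shuffles of calls among genes numbered 10000. Spearman's rho, the correlations and the figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

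The genes named in the text follow a rule set before the data were examined. They are the genes of Table 2, those named at Fig. 1, the 10 male-biased and 10 female-biased annotated genes with the largest fold change among called genes without overlap between the sexes and a mean of at least 10 RPKM in the higher sex, and up to 4 called genes per direction of each list, 151 in all. The miRNAs are those of Table 1 and the text, the 10 with the largest fold change in each direction and up to 3 called sequences per list, 53 in all. The values of Tables 1, 2 and S9 had been seen when the rule was set. The per-library levels of STAG3, DNAH8, cyp17a1 and CTNNB1, the comparison of testis library a with the others and the GO terms and pathways that the paper does not name were chosen after the values were seen. The pairs of Fig. 5 were read from the drawing.

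The alternatives were DESeq2 1.42.0, scaling by library size, no filter on low counts, a stricter filter of 5 CPM in at least 3 libraries (mRNA), no threshold on the fold change, an adjusted p under 0.01, the replicate letter as a block, and leaving out each library in turn. Others were limma on log2(RPKM + 1) and log2(RPKM + 0.1) over genes with at least 1 RPKM in 3 libraries, limma on log2 of the authors' normalized miRNA values plus 1 or 0.5 over sequences with at least 10 in 3 libraries, the authors' fold changes and p-values over the genes that passed the filter, an unadjusted p under 0.05 and every listed miRNA entry. The raw reads were not used here, so the assembly, the read counts, the SNP calls and the miRNA target predictions were not repeated.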

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

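Among the tests of this part, the comparison of low-level ribosomal copies with the abundant genes was chosen only after the result was seen, and so were the pattern of these copies itself, the genes singled out by their share of the counts and the splits of the libraries.

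The assembled gene comp37026_c0, annotated as a lysozyme, an enzyme that breaks bacterial cell walls, held 7.14% of the testis counts on average (4.28% to 9.77% in single libraries), a signal in a gene that the paper does not discuss. Umod held 2.54% of the testis counts (1.15% to 4.41%), and is also outside the genes discussed in the paper. Of the smooth muscle gene list, which the paper does not report on, 10 genes were higher in testis. Of the list of oocyte factors, 11 genes were higher in ovary, with GDF9 and zar1 among them. The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 18767 genes and 121 miRNA sequences in edgeR, and the highest number in the other splits was 0 in each assay, so that 1 split of the 10, the real one, gave as many. Every other split mixes testis and ovary libraries in both groups. The difference between the sexes then counts as spread within the groups, so low numbers there were set by the design.

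The muscle-type miRNAs were higher in testis: miR-143 and miR-145, of smooth muscle, and miR-133, of striated muscle. Smooth muscle in the testis pools would bring its genes along, and the smooth muscle list had a median log2 fold change of 3.71, with MYH11 (comp33812_c0) at 2440 ± 647 CPM in testis, but with every assembled gene of these symbols the median was 1.12 (camera adjusted p = 0.07), and another MYH11 (comp36060_c0), singled out after its values were seen, had 690 CPM in ovary and a log2 fold change of -3.45. Ovary also expresses 10 of the 11 genes at 1 CPM or more, and with an estimated correlation the list was not called (adjusted p = 0.315), so that smooth muscle in the testis pools stays open. Striated muscle carried in the pools stays open as well, since its list had a median of 2.15 (1.03 without testis library a and 0.89 with every assembled gene) but a quartile range of -1.11 to 4.68, and was called by fry (adjusted p = 0.016) but not by camera (adjusted p = 0.417). A difference of sex in the gonad cells themselves, which the design names, was not tested apart from these.

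Genes with SNPs listed in one sex were mostly biased to that sex in expression, in 78.8% of 831 called genes (655 genes, exact 95% interval 75.9 to 81.6), and in 59.8% (57.3 to 62.3) with each SNP counted. The interval by SNP treats SNPs of the same gene as independent, which they are not. Both shares lie in the direction that the paper's depth filter, a minimum of 100 reads, would give. The median counts per library were 54.0 in testis and 7.67 in ovary for genes with male-only SNPs and 29.3 and 87.3 for genes with female-only SNPs. These medians are under 100 in the listed sex too, which a depth filter within single libraries would not give. They do not speak against a filter on the depth over all libraries of a sex together. Over which libraries the depth was counted is not known here, so the filter as the source stays open. A genetic difference between the sexes stays open beside it, as it was not tested, and the depth per site was not used here.

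Ribosomal proteins had low-level assembled copies beside the abundant gene, and these went the other way. Of 102 such copies (mean under 10 CPM and more than 20 times below the abundant gene), 79 were higher in ovary and 17 higher in testis (15 of them without counts in ovary), whereas 78 of the 79 abundant genes were higher in testis. Fragments or alleles of the abundant genes would share their direction, but the median difference in log2 fold change was -4.4 (quartiles -4.86 and -3.9), which argues against them. RNA of another organism or tissue, present unevenly, would raise low-level copies of other common genes as well. In proteasome, oxidative phosphorylation and spliceosome 58.8% of 34 low-level copies (20 copies, 95% interval 40.7 to 75.4) were higher in ovary, against 22.6% of all tested genes under 10 CPM, so that this source stays open beside a difference between the sexes, and PSMB4 (comp752675_c0) was such a copy, with a log2 fold change of -2.92 against 0.31 for the abundant gene.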

How the results depend on the processing

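No test in this part was chosen only after the result was seen, and the alternatives were set before the data were examined. The number of male-biased genes (10283) was within 1.5 times of itself in every alternative except the stricter filter (4655) and limma on log2(RPKM + 1) (6137), and that of female-biased genes (8484) in every one except the stricter filter (4568), which tests fewer genes (15396). For the limma values the cause was not tested. The number of testis-higher miRNAs (52) moved to 22 and that of ovary-higher miRNAs (69) to 124 with scaling by library size, for which the cause was not tested either. Without 1 library at a time, the numbers ranged from 10022 to 10717 and from 8134 to 9755 genes, and from 46 to 52 and from 52 to 63 sequences. Of the 17 gene lists camera called 6, and with an estimated correlation 0 (2 at an unadjusted p under 0.05), whereas fry called 10. Of the 100 genes ranked by fold change 40 were female-biased, against 69 ranked by p. Cyp19a1 turned to -4.05 without testis replicate a, and otherwise ranged up to 2.19 with 1 library left out. Over all alternatives, 103 comparisons of counts and summaries stayed and 8 moved. For the gene lists 168 stayed, 12 passed the threshold and 7 no longer did. For named genes 2230 stayed, 8 passed, 89 no longer did (25 genes) and 1 reversed, and for named miRNAs 634 stayed and 42 no longer passed (14 sequences). Deviations of libraries with the same replicate letter correlated at 0.087, 0.024 and 0 for mRNA and 0.152, 0.056 and 0.135 for miRNA. These values are low, but each miRNA library correlated best with its own letter. With deviations from means of 3 libraries, they cannot tell whether the letter pairs the libraries. With the replicate block 9824 and 8379 genes and 52 and 62 sequences were called. The authors' miRNA p-values over the tested sequences were not run, and 15 named genes with an infinite fold change in the authors' table have no value there. In simulated data with 3 pools per sex, edgeR recovered 33% of genes at a log2 fold of 2. Far fewer genes were changed there than were called here, so this share does not give the power of the real comparison.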

Differences from the paper's values

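Tests in this part were not chosen after the result was seen, except the choice of which statements of the paper to set beside the values.

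For Foxo3 the paper's Table 2 gives a log2 fold change of -1.1 and the value here was -0.89. The difference was within the error with DESeq2 (-0.96) and without testis library a (-1.04) or ovary library a (-1.0), b (-0.92) or c (-0.94), as it was with no filter (-1.03), limma on log2(RPKM + 1) (-1.12) or log2(RPKM + 0.1) (-1.19) and the authors' deposited value (-1.1). It was not with library size scaling (-1.42), the stricter filter (-0.52), the replicate block or without testis library b or c. For Cyp19a1 the paper gives -1.62 and the value here was 1.63. With the replicate block it was -0.49, within the error of the paper's value, and with library size scaling, DESeq2, no filter and any library left out it was not (from -4.05 to 2.19), while the authors' deposited table holds 1.34. For Nr1d2 the paper gives -3.96 and the value here was -3.74. It was within the error with DESeq2 (-3.81), the block (-3.74), and without testis library a (-3.82) or c (-3.76) or ovary library a (-3.83), b (-3.78) or c (-3.8), with no filter (-3.88) and in the authors' deposited table, and not with library size scaling, the stricter filter, limma or without testis library b. For Fstl1 the paper gives 2.07 and the value here was 2.27. It was within the error with DESeq2 (2.21), the block (2.26), and without testis library b (2.21) or c (2.16) or ovary library a (2.18), b (2.28) or c (2.18), with no filter (2.13) and in the authors' deposited table, and not with library size scaling, the stricter filter, limma or without testis library a. For Fem1c the paper gives -2.93 and the value here was -2.71. It was within the error with library size scaling (-3.23), DESeq2 (-2.79), the block (-2.73), and without testis library a (-2.87) or c (-2.75) or ovary library a (-2.77), b (-2.81) or c (-2.76), with no filter and in the authors' deposited table, and not with the stricter filter, limma or without testis library b.

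For fru-miR-222_R-1 the paper's Table 1 gives -1.53 and the value here was -1.68. It was within the error with DESeq2 (-1.55) and without testis library a (-1.48) or c (-1.67) or ovary library c (-1.66), with no filter (-1.54) and with limma on the authors' normalized values (-1.53), and not with the other planned settings (library size scaling, the block, and without testis library b or ovary library a or b). For dre-miR-222a-5p_R-1_1ss11TG the paper gives -1.43 and the value here was -1.59. It was within the error with DESeq2 (-1.46) and without testis library a (-1.41) or b (-1.57) or ovary library b (-1.54), with no filter (-1.45) and with limma on the authors' normalized values (-1.43), and not with library size scaling, the block or without testis library c or ovary library a or c.

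The paper's clean reads of the miRNA libraries are 8.8 M for testis library a and 4.0 M, 4.1 M and 5.9 M for ovary libraries a, b and c, and the counts over listed entries were 4.38 M, 1.91 M, 2.52 M and 3.23 M. For testis libraries b and c, with counts of 6683362 and 7406555, the gap to the paper's reads was smaller. Reads and counts of listed miRNAs are different quantities, and no alternative applies to them.

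The paper describes most of its 100 strongest genes as higher in ovary. By p, 69 of 100 were, and by fold change 40 were, with 92 by the p of the authors' deposited table. The paper calls integral to membrane, zinc ion binding and ATP binding enriched among male-biased genes, which were at odds ratios of 0.99, 0.86 and 0.86 here. By number of male-biased genes, which is another measure than the odds ratio, these terms ranked 1, 5 and 4 here. The paper names ATP binding among female-biased genes, at an odds ratio of 1.0 and rank 5 by number here. RNA-dependent DNA replication, which it names for males, had an odds ratio of 23.19. The paper lists axon guidance and endocytosis for both sexes and the adipocytokine pathway, adherens junction and aminoacyl-tRNA biosynthesis for females. These 5 did not pass Fisher's exact test here in the sexes listed (adjusted p = 0.626 for endocytosis in males and 0.105 for aminoacyl-tRNA biosynthesis in females), whereas the aminoacyl-tRNA synthetase list passed camera's test (adjusted p = 6.06e-04, and 0.615 with an estimated correlation), and ECM-receptor interaction and homologous recombination were enriched in the sex the paper gives. The paper describes miR-221, miR-153, miR-222 and miR-139 as the most abundant in ovary, where they held 0.02%, 0.07%, 0.26% and 0.07% of the counts and miR-202-5p 41.55%. The paper's text and its Table 3 give the numbers of male and female SNPs in opposite order, and the list of SNPs held 1130 in males and 1226 in females. The paper counts 591 conserved miRNAs, and the deposited table holds 576 entries with a miRBase name. For Dazl the paper's qRT-PCR value is negative and sequencing gave 4.78.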

Other observations

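Among the tests of this part, those of GO terms and pathways that the paper does not name were chosen only after the result was seen, while the matched comparisons and the shuffles were set before.

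Immune signaling pathways were enriched among the male-biased genes. Of 129 tested genes of cytokine-cytokine receptor interaction 66 were male-biased (odds ratio 2.5, adjusted p = 2.00e-05 from Fisher's exact test), of 286 genes of chemokine signaling 117 (odds ratio 1.66, adjusted p = 8.42e-04) and of 134 genes of natural killer cell cytotoxicity 64 (odds ratio 2.18, adjusted p = 3.08e-04). RAC2, a GTPase of blood cells, had a log2 fold change of 2.37 (SE 0.26, adjusted p = 2.53e-04), and SPI1, a transcription factor of myeloid cells, 1.93 (SE 0.28, adjusted p = 8.97e-04). Camera did not call the list of leukocyte markers (adjusted p = 0.121, and 0.404 with an estimated correlation), while fry did (adjusted p = 4.16e-04). Of 8 leukocyte miRNAs 3 were higher in ovary and the other 5 were not called (1 higher in ovary without testis library a or b or ovary library b, and 5 with scaling by library size). Vascular smooth muscle contraction was enriched as well, with 100 genes male-biased and 52 female-biased (odds ratio 1.97, adjusted p = 4.68e-05), though with scaling by library size the numbers were 82 and 65.

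Genes of tRNA processing and of the nucleolus were enriched among the female-biased genes. Of 39 genes of tRNA processing 29 were female-biased (odds ratio 5.63, adjusted p = 3.99e-05), of 331 of the nucleolus 165 (odds ratio 1.95, adjusted p = 5.08e-07), and of 53 of nucleotide excision repair 30 (odds ratio 3.09, adjusted p = 0.00177).

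Male-biased genes carried a GO term less often than female-biased genes, by 21.7 percentage points. Shorter assembled sequences and lower expression were each tested as the cause by comparing genes matched in 20 bins. The difference fell to 12.4 points (95% bootstrap interval 11.2 to 13.6) when matched on length and to 12.4 (11.2 to 13.8) when matched on expression, above the third of the difference (7.2) that was set as the bound, so neither alone is the whole cause. Genes were not matched on length and expression together, so how much of the difference both account for jointly is not known.

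Of 3175 symbols with several tested genes, 611 had genes biased to opposite sexes, as for slc7a2. Shuffling the calls among these genes gave 903.4 on average (864 to 943 in the middle 95% of 10000 shuffles), so opposite bias under a shared symbol was rarer than chance from the numbers of biased genes would give.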
